# Synergistic anti-tumor activity of acadesine (AICAR) in combination with the anti-CD20 monoclonal antibody rituximab in *in vivo* and *in vitro* models of mantle cell lymphoma

**DOI:** 10.18632/oncotarget.1455

**Published:** 2014-01-25

**Authors:** Arnau Montraveta, Sílvia Xargay-Torrent, Mónica López-Guerra, Laia Rosich, Patricia Pérez-Galán, Itziar Salaverria, Silvia Beà, Susana G. Kalko, Mercè de Frias, Clara Campàs, Gaël Roué, Dolors Colomer

**Keywords:** Acadesine, rituximab mantle cell lymphoma, xenograft mouse model

## Abstract

Mantle cell lymphoma (MCL) is considered one of the most challenging lymphoma, with limited responses to current therapies. Acadesine, a nucleoside analogue has shown antitumoral effects in different preclinical cancer models as well as in a recent phase I/II clinical trial conducted in patients with chronic lymphocytic leukemia. Here we observed that acadesine exerted a selective antitumoral activity in the majority of MCL cell lines and primary MCL samples, independently of adverse cytogenetic factors. Moreover, acadesine was highly synergistic, both *in vitro* and *in vivo*, with the anti-CD20 monoclonal antibody rituximab, commonly used in combination therapy for MCL. Gene expression profiling analysis in harvested tumors suggested that acadesine modulates immune response, actin cytoskeleton organization and metal binding, pointing out a substantial impact on metabolic processes by the nucleoside analog. Rituximab also induced changes on metal binding and immune responses. The combination of both drugs enhanced the gene signature corresponding to each single agent, showing an enrichment of genes involved in inflammation, metabolic stress, apoptosis and proliferation. These effects could be important as aberrant apoptotic and proinflammatory pathways play a significant role in the pathogenesis of MCL. In summary, our results suggest that acadesine exerts a cytotoxic effect in MCL in combination with rituximab, by decreasing the proliferative and survival signatures of the disease, thus supporting the clinical examination of this strategy in MCL patients.

## INTRODUCTION

Mantle cell lymphoma (MCL) represents 5-10% of all non-Hodgkin lymphomas (NHLs) and is one of the most aggressive lymphoid neoplasms with poor prognosis. Its genetic hallmark is the chromosomal translocation t(11;14)(q13;q32), which leads to cyclin D1 overexpression with the consequent cell cycle deregulation [1]. MCL cells carry a high number of secondary genetic alterations that increase the oncogenic potential of cyclin D1 and frequently inactivate the cellular response to DNA damage. In addition, other mechanisms such as activation of cell survival pathways are integrated to drive MCL pathogenesis. Current frontline combination chemotherapies and intensive chemoimmunotherapy followed by stem-cell transplantation have improved the outcome for patients with this disease [2]. Although these regimens have high initial response rates, most patients relapse and die from disease-related complications [1]. The introduction of rituximab, a chimeric mouse anti-human CD20 monoclonal antibody, has shown improvement of response rates when used in combination with standard chemotherapy [3;4]. In the last years, new strategies that target crucial biological pathways such as ubiquitin-proteasome system, mTOR pathway and BCR signaling have been developed [2;5;6]. In particular, recently it has been described that Ibrutinib, a BTK inhibitor shows durable single-agent efficacy in relapsed or refractory MCL [7]. Acadesine (5-aminoimidazole-4-carboxamide-1-D-ribofuranoside, AICA-riboside or AICAR) is a nucleoside analogue initially developed as a cardioprotective agent, with a different mechanism of action compared to standard nucleoside analogues, like fludarabine [8]. When added to cell cultures or administered to animals or humans, acadesine is phosphorylated to AICA-ribotide (ZMP), the natural endogenous intermediate in the *de novo* purine nucleotide biosynthesis, which can function as an AMP mimic and activate AMP-activated kinase (AMPK), a protein that regulates the responses of the cell to energy changes [9]. Although acadesine is commonly used as an AMPK activator, there are compelling evidences that acadesine anti tumoral effects could be mediated, at least in part, independently of the AMPK pathway [10-13]. Nevertheless, at present, the exact nature of the AMPK-independent effects of acadesine in leukemic cells is not clearly understood. Many studies have shown that acadesine can inhibit proliferation, and induce apoptosis in multiple myeloma [14], neuroblastoma [15], glioblastoma [16], childhood acute lymphoblastic leukemia (ALL) [17], colon cancer [18], and breast and prostate cancer cell lines [19]. In particular, acadesine exerts a pro-apoptotic activity in a wide range of B lymphoid malignancies [20], being cells from chronic lymphocytic leukemia (CLL) the most sensitive to this agent [13;21]. Recently, a phase I/II clinical trial conducted in relapsed/refractory CLL patients has demonstrated a remarkable activity of the drug in the clinical settings [22].

In this study, we show that acadesine exerts a specific antitumoral activity in the majority of MCL cell lines and primary samples, and synergizes with rituximab both *in vitro* and *in vivo*. Furthermore, we provide gene expression profiling (GEP) data on the putative mechanisms of action of acadesine-rituximab combination, supporting clinical examination of this strategy in MCL patients.

## RESULTS

### Acadesine exerts a cytotoxic effect both in MCL cell lines and MCL primary samples

Nine MCL cell lines were exposed for 24 or 48 hours to increasing doses of acadesine ranging from 0.1 to 2 mM, and IC_50_ and LD_50_ values were calculated from data obtained by the MTT and the Annexin V assays, respectively. As shown on Table 1, most of the cell lines analyzed (REC-1, JEKO-1, UPN-1, JVM-2, MAVER-1 and Z-138) showed a IC_50_ lower than 1 mM after 48 hours of acadesine incubation. Three cell lines (MINO, HBL-2 and GRANTA-519), showed a IC_50_ higher than 2 mM, the maximum dose tested. The analysis of the LD_50_ values followed the same pattern, being REC-1, JEKO-1 and UPN-1 the most sensitive cell lines to acadesine-induced cell death, with LD_50_ below 1 mM after 48 hours of incubation (Figure 1A and 1C). Z-138, JVM-2 and MAVER-1 cell lines showed LD_50_ around 1.5 mM at 48 hours and, accordingly to the MTT assay results, MINO, HBL-2 and GRANTA-519 exhibited low sensitivity to acadesine with a not-reachable LD_50_. Acadesine-evoked cell death increased in a time- and a dose-dependent manner, as illustrated in Figure 1A. Deletion at 17p, affecting *TP53* or the total amount of copy number alterations (CNA), including trisomies or monosomies that carried most of the MCL cell lines (Table 1) did not affect the susceptibility of MCL cells to acadesine.

**Figure 1:**
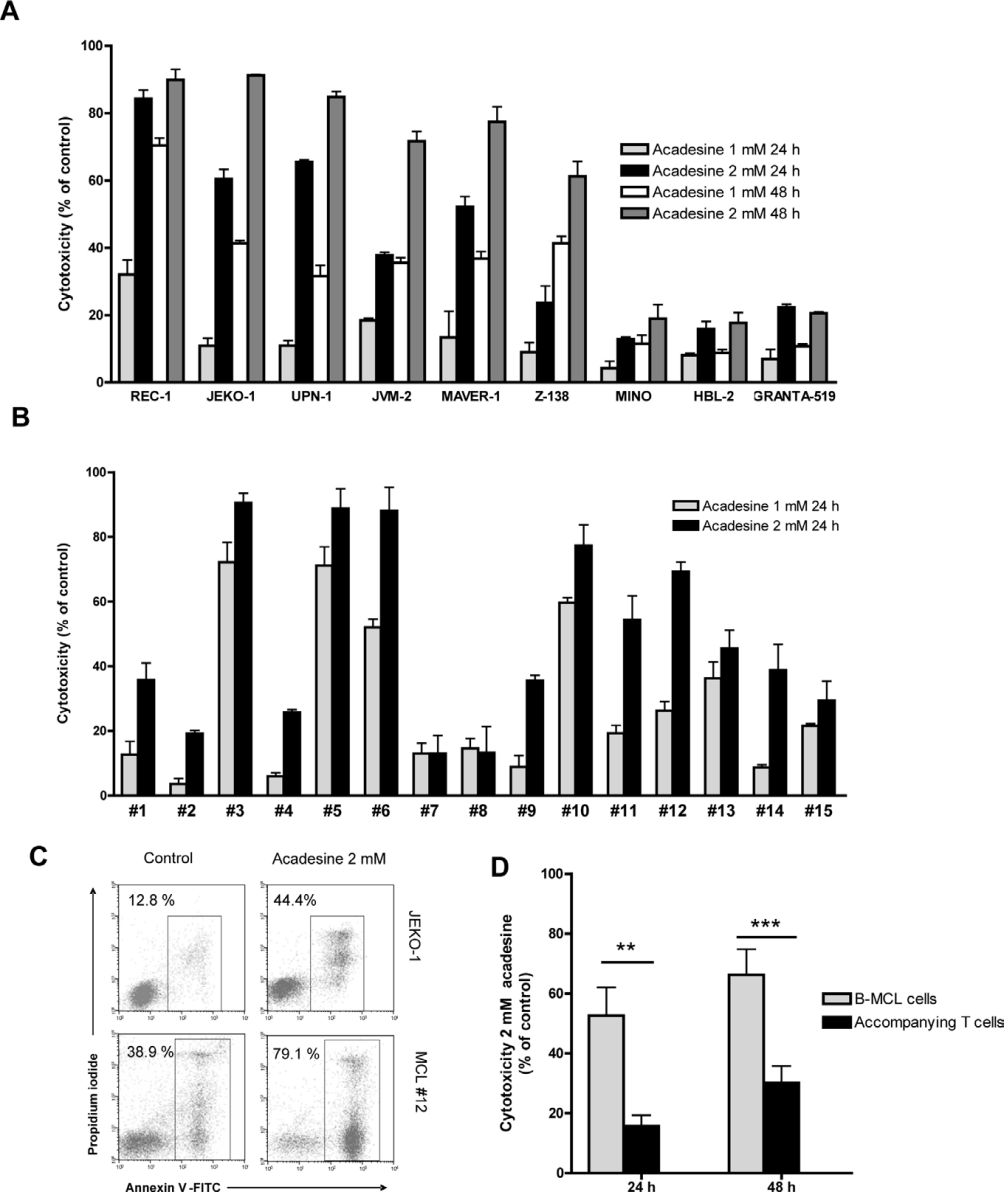
Acadesine induces cytotoxicity in both MCL cell lines and MCL primary samples A. MCL cell lines were incubated with acadesine 1 mM and 2 mM for 24 and 48 hours and cytotoxicity was measured by Annexin V labeling. Data show the mean ± SEM of three independent experiments. B. Primary MCL cells were incubated with acadesine 1 mM and 2 mM for 24 hours and cytotoxicity was measured as above. Data show the mean ± SEM of three replicates. C. Representative flow cytometric plots of Annexin V/Propidium iodide labeling in a representative MCL cell line (JEKO-1) and a primary MCL sample (MCL#12) treated with acadesine 2 mM for 24 hours. D. Acadesine cytotoxicity in B tumoral and T normal lymphocytes from MCL cases. Results show the mean cytotoxicity of 10 primary MCL samples ± SEM analyzed after incubation with acadesine 2 mM for 24 hours. (** *P<* 0.01, *** *P<* 0.001)

TABLE 1Genetic characteristics of MCL cel lines and MCL primary samples

**Table:** 

MCL cell lines	Copy number alterations^a^			Genetic alterations	Acadesine sensitivity 48 h (mM)		Combination index
	Total	Trisomies	Monosomies	*TP53^b^*	IC_50_	LD_50_	Acadesine-Rituximab^d^
REC-1	37	0	0	wt/mut	0.28	0.65	0.822
JEKO-1	79	4	0	del/mut	0.59	1.00	0.400
UPN-1	47	1	0	del/mut	0.64	0.78	0.786
JVM-2	8	0	0	wt	0.98	1.51	0.918
MAVER-1	47	0	0	del/mut	0.50	1.26	1.119
Z-138	25	3	0	wt	0.14	1.46	0.646
MINO	22	3	0	UPD/mut	NR	NR	0.515
HBL-2	65	0	0	del/mut	NR	NR	0.813
GRANTA-519	30	1	0	del/wt	NR	NR	1.154

**Table:** 

MCL samples (% tumoral cells)	Copy number alterations^a^			Genetic alterations	% Acadesine cytotoxicity 24h		Combination index
	Total	Trisomies	Monosomies	*TP53^b^*	1 mM	2 mM	Acadesine-Rituximab^d^
MCL #1 (83%)	41	1	0	del/wt	12.68	35.75	-
MCL #2 (85%)	9	0	1	wt	3.58	19.22	-
MCL #3 (97%)	0	0	0	wt	72.20	90.50	0.551
MCL #4 (89%)	2	0	0	wt	6.05	25.71	-
MCL #5 (91%)	25	0	0	del/wt	71.10	88.80	0.715
MCL #6 (86%)	13	1	0	del/mut	52.04	88.71	-
MCL #7 (86%)	14	0	0	wt	12.97	13.01	-
MCL #8 (80%)	4	0	0	mut	14.64	13.25	-
MCL #9 (77%)	2	0	0	del/wt	8.87	35.51	-
MCL #10 (84%)	1	0	0	del/wt	59.70	77.30	-
MCL #11 (77%)	0	0	0	wt	19.31	54.30	-
MCL #12 (76%)	15	0	0	wt	26.22	69.21	-
MCL #13 (97%)	4	0	0	del/^c^	36.25	45.48	0.575
MCL #14 (94%)	19	0	1	wt	8.70	38.81	0.681
MCL #15 (92%)	8	0	0	UPD/^c^	21.59	29.35	0.462

Abbreviations: del, deletion ; mut, mutation; wt, wild type; UPD, uniparental disomy; NR, not reached; ND, not determined

a del and UPD detected by SNP-100K array

b *TP53* mutational status detected by direct sequencing

c mutations not analyzed

d Doses used: JEKO-1, acadesine 1 mM and rituximab 1 μg/ml; other cell lines and primary samples, acadesine 1 mM and rituximab 40 μg/ml

Then, isolated tumor cells from 15 MCL samples were exposed for 24 hours to acadesine 1 and 2 mM, and cell viability was analyzed by annexin V labeling. As shown on Table 1 and illustrated on figure 1C, similarly to what observed in MCL cell lines, acadesine also induced apoptosis in primary patient cells, even though this effect was heterogeneous among our set of MCL primary cultures (Figure 1B). Six out of fifteen cases (40%) showed a response above 25 % to 1 mM acadesine, while 12 of 15 cases (80%) achieved these responses at 2 mM acadesine, being the mean cytotoxicity at this dose 48.28 ± 27.97%. Again, no association could be observed between the response to acadesine and the presence of *TP53* anomalies and CNAs in the set of primary MCL samples studied. Despite all of them harbored a high percentage of tumoral B-cells (range 76-97%) (Table 1), we analyzed the activity of acadesine in B-tumoral and the accompanying T-cells in 10 out of the 15 MCL cases studied. Using a triple CD19/CD3/Annexin V labeling, we found that B tumor cells (CD19+) were significantly more sensitive to a 2 mM dose of the drug than the normal T-cell subset, both at 24 and 48 hours (Figure 1D, *P*<0.01 at 24 hours and *P*<0.001 at 48 hours).

Altogether, these results suggest that acadesine is active in the majority of MCL cell lines and primary samples, where it exerts a selective antitumoral effect, regardless of genetic alterations and adverse prognostic factors.

### Acadesine and rituximab exert a synergistic cytotoxic effect

We further investigated potential interactions of acadesine with drugs currently approved for the treatment of relapsed/refractory MCL, including bortezomib, bendamustine and rituximab. For this aim, a panel of MCL cell lines were incubated for 48 hours with two different doses of acadesine (0.5 and 1 mM), bortezomib (2.5 and 5 nM) and bendamustine (25 and 50 μM). Rituximab experiments were performed after incubation of cells for 24 h with acadesine, followed by an additional 24 h incubation with or without two different concentrations of rituximab (20 and 40 μg/mL), except for JEKO-1 cells where rituximab was used at 1 and 2 μg/ml. Inhibition of proliferation was measured using the MTT assay. Then the combination index (CI) using the Chou and Talalay method were evaluated for each drug combination and represented in Figure 2A. An antagonistic effect was observed when acadesine was combined with 5 nM bortezomib. When used in combination with bendamustine 25 μM, acadesine displayed either additive or synergistic cytotoxic activity, depending on the MCL cell line, and being the cell lines carrying a P53 wild type phenotype those with the higher synergistic effect between these two drugs. Interestingly, a synergistic effect of acadesine plus rituximab was observed in 7 out of the 9 MCL cell lines tested, with CI values ranging from 0.400 to 0.918, with no correlation with any known MCL genetic alteration (Table 1). The two remaining MCL cell lines (MAVER-1 and GRANTA-519), showed CI values closed to 1, indicative of an additive or a slightly antagonistic effect.

**Figure 2:**
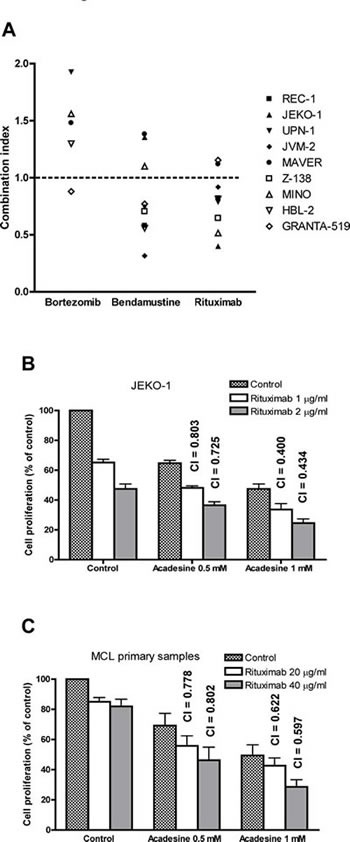
Acadesine shows a synergistic effect with rituximab *in vitro* and *in vivo* A. Acadesine was combined with bortezomib, bendamustine and rituximab in a panel of 9 MCL lines and inhibition of proliferation was analyzed by the MTT assay. The graph shows the CI of the combination of acadesine 1 mM with bortezomib 5 nM, bendamustine 25 μM, and rituximab 40 μg/ml (1 μg/ml for JEKO-1) for each cell line. The combinations with CI > 2 are not shown in the graph. B. Combination of acadesine with rituximab in JEKO-1 cell line. Cells were pre-incubated for 24 hours with acadesine, followed by a 24-hour exposure to rituximab. Inhibition of proliferation was analyzed by the MTT assay. Data show the results of three independent experiments ± SEM and CI are indicated above the bars. C. Combination of acadesine with rituximab in MCL primary samples. Primary cells were incubated with acadesine and rituximab as above. Data show the mean of 5 samples ± SEM and CI are indicated above the bars.

In 5 MCL primary samples, the combination of acadesine with rituximab was also synergistic at all the concentrations tested (Table 1), being the best drug interaction obtained with acadesine 1 mM and rituximab 40 μg/ml (mean CI = 0.597 ± 0.102, Figure 2C). Importantly, the synergistic effect observed in primary MCL cells was independent of the initial response to acadesine, being rituximab able to sensitize MCL cells and to overcome their resistance to the nucleoside analog.

To validate the specificity of the cooperation between acadesine and rituximab in MCL, we evaluated the cytotoxic effect of both drugs either alone or in combination in two CLL cell lines, namely MEC-1 and MEC-2, and in a set of 4 primary CLL cultures. We observed that in CLL cells the acadesine-combination lacked the synergistic activity observed in MCL cells, with CI values ranging from 1.181 to 8.336, being additive in the MEC-1 cell line and antagonistic in the MEC-2 cell line, as well as in all the CLL primary samples tested (data not shown).

Altogether, these results suggest that among the standard agents currently used in the clinical, rituximab presents the best combinational activity with acadesine, and that this effect may be specific for the MCL model.

### The combination of acadesine and rituximab inhibits tumor outgrowth in a mouse xenograft model of MCL

To validate the synergism between acadesine and rituximab observed in JEKO-1, we evaluated the antitumoral effect of this combination in a CB17-SCID mouse xenograft model of MCL generated using this cell line. Animals were randomly assigned into different groups with 6 mice per cohort and treated with acadesine at dose level of 400 mg/kg body weight five days a week, rituximab at 10 mg/kg body weight once a week, both drugs as above or the equivalent volume of vehicle. When compared to vehicle-treated mice, after 18 days of treatment, we observed that tumor burden was significantly reduced in mice treated either with acadesine (*P*<0.01) or with rituximab (*P*<0.001) as single agents. We observed a reduction in tumor size of 31.22 ± 15.68% in acadesine-receiving animals and of 63.85 ± 10.88% in the rituximab arm. The combination of both agents was significantly more effective than the two drugs alone (*P*<0.001 compared to acadesine, *P*<0.01 respect to rituximab) leading to an almost complete inhibition of tumor growth (Figure 3A). Mice tolerated well the treatment, and no effect on animal vital parameters was reported, in any of the treatment arms. Thus, these results suggest that the combination of acadesine with rituximab might represent a safe and efficient therapeutic approach for the treatment of MCL tumors.

**Figure 3:**
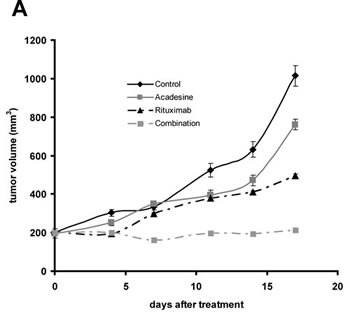
Acadesine-rituximab combination inhibits MCL tumor outgrowth A. SCID mice were inoculated subcutaneously with JEKO-1 cells and treated with acadesine (400 mg/kg 5 days a week), rituximab (10 mg/kg once a week) or both drugs. Tumor growth is represented as the mean ± SEM (n=6) (** *P*< 0.01, *** *P*< 0.001)

### The combination of acadesine and rituximab modulates genes related to inflammation, metabolic stress, proliferation and survival pathways in MCL

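JEKO-1, a cell line from an aggressive mantle cell lymphoma, was grown under the skin of SCID mice, which lack functional B and T cells, and 1 RNA array was made for each of 12 tumors. The 4 groups of 3 tumors came from control mice and from mice treated for 18 days with acadesine at 400 mg/kg, with rituximab at 10 mg/kg once a week, or with both. The paper gives acadesine on 5 days a week, while the sample labels give it daily. Acadesine (AICAR) is a nucleoside that cells phosphorylate into an activator of the energy sensor AMPK, and rituximab is an antibody against CD20 on B cells. The arrays were Affymetrix HT HG-U219 arrays, whose 49293 probe sets, controls not counted, read human transcripts; RNA of the mouse can bind where its sequence is alike. The authors' values are RMA expression on the log2 scale, background-corrected, quantile normalized between arrays and summarized per probe set. For each of 18239 genes, the probe set with the highest mean over the 12 arrays was used, and the 4 groups were fitted together with limma. Fold changes are differences of mean log2 values, treated minus control. The precision is limited by the number of tumors: the median standard error of a log2 fold change was 0.135 for each treatment against control, and an exact permutation test of 3 tumors against 3 cannot give a two-sided p below 0.1. The 12 arrays had nearly equal medians, between 4.59 and 4.66, and correlated across genes with r from 0.989 to 0.996, genes not being independent replicates.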

In order to understand the basis of the synergy between acadesine and rituximab, we next examined changes in gene expression profiles in a set of representative harvested tumors from each cohort (n=3 tumors/group). We determined the differentially expressed genes from each treatment compared to the control with a false discovery rate (FDR) below 0.2 and an absolute fold change (FC) above 1.4 using the Rank Products method in the TM4-MEV platform. 

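In tumors of mice given acadesine alone, the genes with the smallest p were MAP3K1, a kinase upstream of JNK and NF-κB, KLF9, a transcription factor, the small nucleolar RNA SNORA20, ZNF438 and KIRREL3-AS3. MAP3K1 had a log2 fold change of -0.41 (standard error 0.080, adjusted p = 0.547 from limma), KLF9 of -0.61 and SNORA20 of -0.55, while ZNF438 had 0.71 and KIRREL3-AS3 0.58. In tumors given rituximab alone these genes were TP53INP1, which is induced by stress, with a log2 fold change of 0.68 (standard error 0.125, adjusted p = 0.333 from limma), ZMIZ1 with -0.63, the histone gene H2BC8 with 0.50, TFEC with -0.81 and KCTD21 with 0.84. None of these 10 genes passed the test. Of genes tied to the drugs, MS4A1, which encodes CD20, had a log2 fold change of 0.07 (standard error 0.100) after rituximab. ADK, the kinase that phosphorylates acadesine, had 0.02 (standard error 0.091) after acadesine, so both lay close to control. PRKAA1, a catalytic subunit of AMPK, had -0.42 (standard error 0.167) after acadesine and -0.41 after rituximab, neither past the test. The cyclin gene CCND1, a driver of mantle cell lymphoma, had -0.13 after acadesine and -0.18 after rituximab, the lymphoma marker SOX11 had -0.18 and -0.39, and the chemokine receptor CXCR4 had -0.08 and 0.04. Of the genes that open the paper's supplemental list for acadesine, the muscle genes ACTA1 and TPM1 had log2 fold changes of 1.42 (standard error 1.27) and 1.61 (standard error 1.61), EFEMP1 had 1.16, BMPR2 had -0.54 and ZSCAN26 had -0.57. Of those for rituximab, TNFRSF10D, a decoy receptor of the death ligand TRAIL, had 1.13, the heat shock gene HSPA6 had 1.02, the collagen gene COL1A1 had -1.02, NEURL1B had -1.07 and QTMAN had -0.04. For BMPR2, ZSCAN26 and QTMAN the paper's list gives larger falls, -0.849, -0.838 and -0.926 on the log2 scale. Another probe set of each of these genes gave the paper's value. At an adjusted p under 0.05, limma called 0 genes for acadesine, with 1423 genes at an unadjusted p under 0.05, and 0 for rituximab, with 768, where chance would give 912. A Rank Products test written for this purpose, with an FDR under 0.2 and a fold change over 1.4, called 23 probe sets higher and 14 lower after acadesine, and 31 higher and 50 lower after rituximab. The balance of directions followed which group lost a tumor, whichever tumor it was: without any one control tumor the test called 44 to 56 probe sets higher and 0 to 3 lower after acadesine, and without any one acadesine tumor 1 to 17 higher and 44 to 155 lower. For rituximab it called 24 to 118 higher and 4 to 18 lower without a control tumor, and 0 to 13 higher and 68 to 103 lower without a rituximab tumor. On simulated unchanged groups, each probe set with its own spread and with fewer permutations, that test called between 98 and 180 probe sets. The observed totals of 37 and 81 lay below that range. The simulation thus did not match these arrays, and it sets no chance level for the single-agent counts.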

Treating the cells with acadesine was associated with the lowest number of gene modulations (18 genes up-regulated and 41 genes down-regulated), whereas after rituximab treatment 26 genes were up-regulated and 46 genes were down-regulated. 

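Tumors that received acadesine and rituximab together differed from control tumors in 451 of 18239 genes, 208 higher and 243 lower. Among the largest rises were genes of early lymphocytes, IL7R, the receptor of interleukin 7, with a log2 fold change of 2.83 (standard error 0.246, adjusted p = 3.54e-06 from limma), and RAG1, a recombinase of antigen receptor genes, with 2.51, and genes of neurons, the tubulins TUBB2B and TUBB3 with 2.58 and 1.89 and the potassium channel KCNC2 with 2.37. The muscle myosin gene MYL11 rose by 2.69, BTBD3 by 2.27, ADGRG1 by 2.04, the kinase gene STK32C by 1.97 and RPRML by 1.95. The largest falls included metallothionein genes, the anti-apoptotic BCL2A1 with -1.75 (standard error 0.304, adjusted p = 0.00325 from limma), the interferon-induced genes DDX60 with -1.63 and IFIT2 with -1.30, the calcineurin regulator RCAN2 with -1.40, CNTNAP2 with -1.29 and IL5RA, a receptor of interleukin 5, with -1.29 (standard error 0.176). Among genes tied to the drugs and the lymphoma, PRKAA1 fell by 0.73 on the log2 scale and CXCR4 rose by 0.39. SOX11, with 0.96 (adjusted p = 0.0503 from limma), MS4A1 with -0.24, CCND1 with 0.03, PRKAA2 with -0.28, ADK with -0.01 and ATIC, the enzyme that uses acadesine's phosphorylated form, with -0.13 did not pass the test. Of the 451 genes, 446 had all 3 combination tumors on one side of all 3 control tumors, a separation seen in 18.5% of all genes where chance gives 10%. The median size of the change was 0.69 on the log2 scale, and 360 genes exceeded 1.4-fold. The Rank Products test called 673 probe sets higher and 691 lower, a balance that turned over with unequal groups: 556 to 834 higher and 194 to 370 lower without any one control tumor, and 268 to 291 higher and 525 to 822 lower without any one combination tumor. Its total of 1364 fell to 787 or 750 without control tumor 1 or 3, and to 909 or 816 without combination tumor 1 or 2. Against acadesine alone the combination differed in 446 genes and against rituximab alone in 515, and 235 and 292 of the 451 genes were called there in the same direction, in comparisons that share the combination tumors. The count against acadesine fell to 139, 216, 212 or 112 without acadesine tumor 1 or 2 or combination tumor 1 or 2, and that against rituximab to 106, 297, 272 or 155 without rituximab tumor 2 or 3 or combination tumor 1 or 2. The count of 451 fell to 196 or 148 without control tumor 1 or 3 and to 235 or 141 without combination tumor 1 or 2. Combination tumors 2 and 3 carried skeletal muscle transcripts, and with the muscle level as a covariate, an alternative chosen after the data were seen, 123 genes were called. The MYL11 call was lost without control tumor 1 or 3 or combination tumor 2 or 3, with adjusted p from 0.0649 to 0.124 from limma (MYL11, combination vs control).

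**Figure D1:**
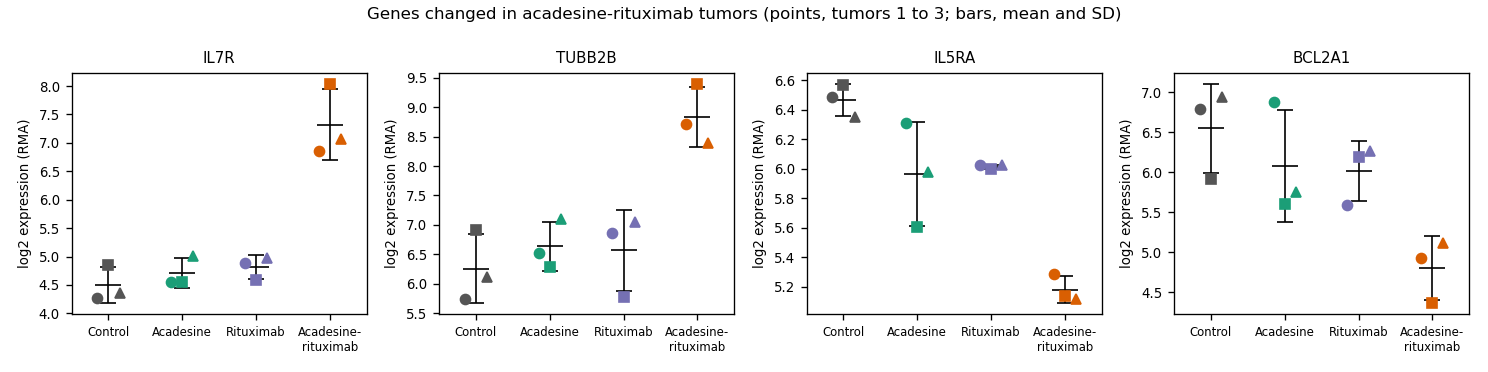
Expression (log2, RMA) of IL7R, TUBB2B, IL5RA and BCL2A1 in each tumor by treatment; points are tumors, bars the mean and SD of 3 tumors. The 3 combination tumors lie above the 9 others for IL7R and TUBB2B and below them for IL5RA and BCL2A1.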

Acadesine and rituximab treatment affected the expression of a much higher number of genes, being 481 genes up-regulated and 512 genes down-regulated (Figure 4A and Supplemental Table 1). To gain insight into the biological function of the treatment-related differential expression profiles, we conducted a gene onthology (GO) enrichment analysis using the DAVID application. Both acadesine and rituximab monotherapies were found to be related to an enrichment of genes involved in metal binding and immune response, while genes related to actin cytoskeleton organization and immune response, were more specifically regulated by acadesine and rituximab, respectively. 

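Genes of the non-muscle actin cytoskeleton were on balance slightly lower with either drug alone. Of 52 measured, 35 were lower after acadesine, with a median log2 fold change of -0.06 (adjusted p = 0.0472 from limma's camera test), and 42 after rituximab, with a median of -0.08 (adjusted p = 0.00169), and neither call held with an estimated correlation between genes (adjusted p = 0.970 and 0.620). Examples after acadesine were ITGB1, an integrin that links the cytoskeleton to the matrix, with -0.28 (standard error 0.078), the myosin-binding SWAP70 with -0.32 and WIPF1 with -0.30, against 0.35 for LIMA1. After rituximab they were the bundling protein gene LCP1 with -0.14, the myosin gene MYH9 with -0.26 and the actin-binding COTL1 with -0.28. The acadesine call of the non-muscle actin cytoskeleton was lost without any one of control tumors 1 and 3 and acadesine tumors 2 and 3, with camera adjusted p from 0.15 to 0.433 (non-muscle actin cytoskeleton, acadesine vs control), and the rituximab call without control tumor 1 (0.101) or rituximab tumor 1 (0.137). The 32 genes of zinc and iron handling had medians of 0.01 after acadesine (adjusted p = 0.971 from limma's camera) and 0.04 after rituximab (adjusted p = 0.102). The zinc exporter gene SLC30A1 had a log2 fold change of -0.61 after acadesine and -0.56 after rituximab. For acadesine the paper's list gives SLC30A1 a larger fall, -0.893 on the log2 scale, the value of another probe set of that gene. The zinc importer gene SLC39A10 had 0.32 after rituximab (standard error 0.079). Of immune genes, the 57 interferon-stimulated genes had medians of 0.02 and 0.01 after acadesine and rituximab (adjusted p = 0.977 and 0.856 from limma's camera), with IFIT2 at 0.64 and IFI44L at -0.40 after rituximab. The 27 genes of antigen presentation had medians of 0.03 and 0.03 (adjusted p = 0.977 and 0.358). For acadesine camera put the interferon-stimulated list in the downward direction against its positive median. In all of these lists limma called 0 single genes, and adjusted over the list alone SLC39A10 passed after rituximab. Skeletal muscle transcripts were high in acadesine tumor 2 and rituximab tumor 2, whose mean muscle level lay 0.29 and 0.24 above the control mean on the log2 scale, against a control range from -0.05 to 0.05. ACTA1, the actin of skeletal muscle, was 8.66 and 8.71 in these tumors and at most 6.01 in controls.

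**Figure D2:**
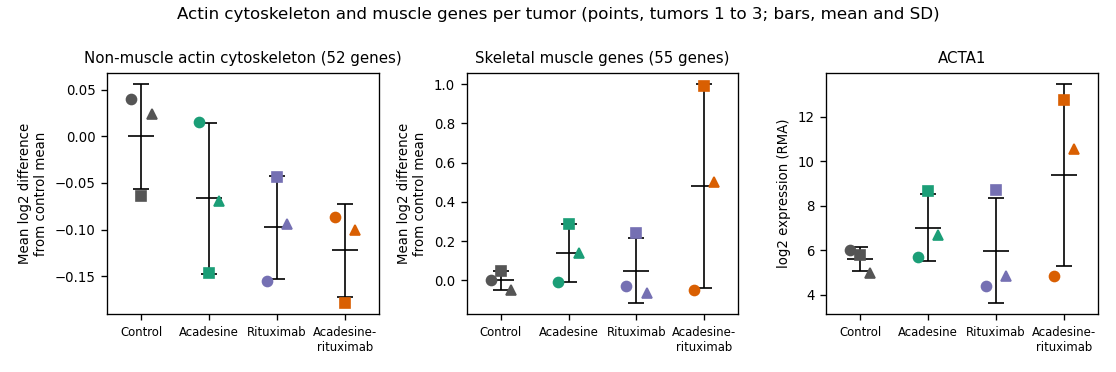
Mean log2 difference from the control mean for 52 non-muscle actin cytoskeleton genes and for 55 skeletal muscle genes, and log2 expression of ACTA1, in each tumor; points are tumors, bars the mean and SD of 3 tumors. The muscle level reaches 0.99 and 0.50 in combination tumors 2 and 3 and lies at -0.05 in combination tumor 1.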

Importantly, the treatment with acadesine-rituximab combination allowed to the identification of the same GO terms, but with improved significance (*P*<0.001). Additionally, an enrichment of genes related to regulation of cell death and cell proliferation was detected in tumors receiving this combination (Table 2). 

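In combination-treated tumors 14 of the 52 actin cytoskeleton genes passed the test, 11 lower and 3 higher. VCL, which anchors actin at adhesions, had a log2 fold change of -0.70 (standard error 0.122, adjusted p = 0.00325 from limma), and ARPC2 and ARPC1B, parts of the Arp2/3 complex that branches actin filaments, fell by 0.36 each on the log2 scale. The formin gene FMNL2 rose by 1.29, the spectrin-binding ADD2 by 1.17 and the drebrin gene DBN1 by 0.97. The list had a median of -0.14 (adjusted p = 0.000115 from limma's camera test, and adjusted p = 0.304 with an estimated correlation). Adjusted over the list alone, 15 genes were lower and 4 higher. A gene set enrichment analysis (GSEA) did not call the list, at a normalized enrichment score of -1.33 (permutation test, adjusted p = 0.136). Its mean level overlapped between the combination and single agents, with -0.087 in combination tumor 1 and -0.155 in rituximab tumor 1. Of the 27 genes of antigen presentation 6 fell and none rose (13 lower and 2 higher when adjusted over the list alone), among them the peptide transporters TAP1 with -0.53 and TAP2 with -0.56, the immunoproteasome subunit PSMB8 with -0.48 and HLA-F with -0.74. Their median was -0.18 (adjusted p = 1.30e-05 from limma's camera; adjusted p = 0.224 with an estimated correlation), while CIITA, the regulator of HLA class II genes, had 0.35 and did not pass. Limma called 0 of the 32 genes of zinc and iron handling, whose median was -0.02 (adjusted p = 0.399 from limma's camera). Of 55 skeletal muscle genes 4 rose and 1 fell (10 and 1 when adjusted over the list alone), with a median of 0.15 (adjusted p = 1.95e-05 from limma's camera; adjusted p = 0.304 with an estimated correlation). LDB3, of the muscle Z-disc, rose by 1.42, and STAC3, of muscle excitation, fell by 0.58. The troponin gene TNNI2 rose by 1.99, a call lost without any one control tumor or combination tumor 2 or 3, with adjusted p from 0.0552 to 0.315 from limma (TNNI2, combination vs control). The actin gene ACTA1 had 3.79 (standard error 1.27, adjusted p = 0.137 from limma), since combination tumor 1 was at 4.84 and tumors 2 and 3 at 12.8 and 10.6.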

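Of 45 genes of mitosis, the division of the cell, 38 were higher in combination-treated tumors than in control tumors, but 3 passed the test, none of them lower: CDC25B, a phosphatase that starts mitosis, with a log2 fold change of 0.55 (standard error 0.107, adjusted p = 0.00744 from limma), MKI67, the gene of the proliferation marker Ki-67, with 0.63 (standard error 0.140, adjusted p = 0.0172 from limma), and the kinesin gene KIF2C with 0.34. Of 45 DNA replication genes 3 rose, the phosphatase gene CDC25A with 0.79, UHRF1 with 0.48 and the licensing factor CDT1 with 0.47, and none fell. The median was 0.14 for mitosis (adjusted p = 4.55e-06 from limma's camera test; adjusted p = 0.304 with an estimated correlation) and 0.10 for DNA replication (adjusted p = 0.00125; adjusted p = 0.472 with an estimated correlation). The mean level of the replication list overlapped between the groups, with combination tumor 3 at 0.10 and control tumor 1 at 0.10. Adjusted over the list alone, 4 mitosis genes were higher, and 9 replication genes were higher and 2 lower. Limma called 0 of 14 cell cycle inhibitors (median -0.04, mean 0.00; adjusted p = 0.531 from limma's camera). Genes of cell death moved both ways. Of 15 anti-apoptotic genes 3 fell and none rose (5 and 0 when adjusted over the list alone), BCL2A1, the caspase inhibitor CFLAR with -0.49 and TNFAIP3 with -0.50, with a median of -0.08 that camera did not call (adjusted p = 0.178). Of 25 pro-apoptotic genes BIK rose by 0.72, and the death receptor genes FAS and TNFRSF10A fell by 0.70 and 0.63 on the log2 scale (2 higher and 3 lower when adjusted over the list alone; median -0.07, adjusted p = 0.213 from limma's camera). With acadesine alone the mitosis list had a median of -0.07 (adjusted p = 0.122 from limma's camera) and with rituximab alone of -0.02 (adjusted p = 0.703), and the replication list had 0.05 (adjusted p = 0.602) and -0.04 (adjusted p = 0.179). The MKI67 call was lost when any of control tumors 1 and 3 and combination tumors 1 and 2 was left out, with adjusted p from 0.0742 to 0.123 from limma (MKI67, combination vs control), and the replication list was not called without control tumor 2 (adjusted p = 0.234).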

Figure 4B showed an overview of the genes modulated by the combination clustered according to the previous described GO terms.

**Figure 4:**
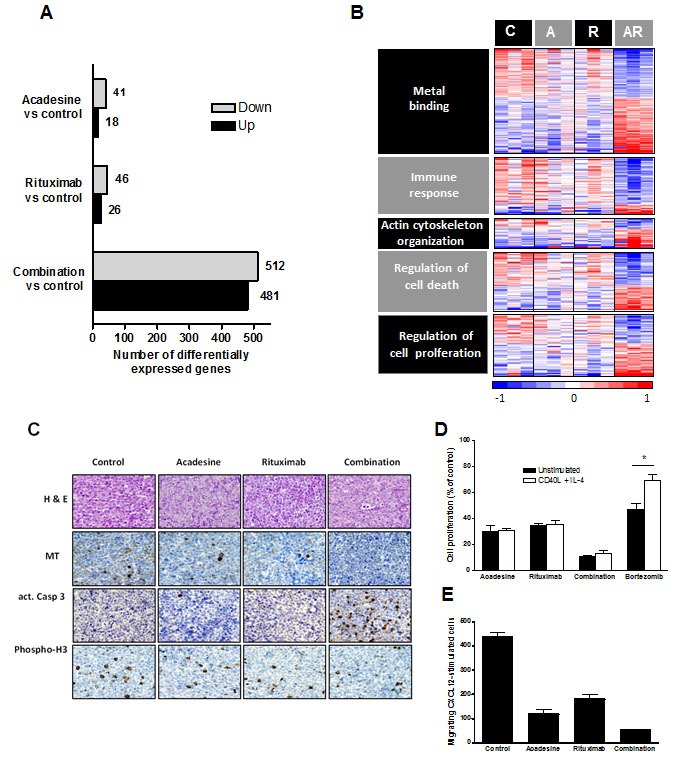
Gene expression profile analysis of mice-treated tumors GEP analysis of tumors was performed and graph shows the number of differentially expressed genes from each treatment compared to the control with a FDR below 0.2 and an absolute FC above 1.4 B. Heatmap displaying genes modulated by the combination clustered according to GO terms. Relative gene expression levels are color-coded as indicated at the bottom. C: control; A: acadesine; R: rituximab; AR: combination. C. Immunostaining of harvested tumors of mouse xenograft MCL after acadesine, rituximab and acadesine-rituximab treatment. Histological sections from representative tumors of each treatment stained with hematoxylin and eosin and specific antibodies against metallothionein, activated caspase-3 and phospho-histone 3 (x40) D. JEKO-1 cells were treated with acadesine, rituximab and the combination after a CD40L + IL-4 stimulation and inhibition of proliferation was measured by MTT assay. Data show the mean of three independent experiments ± SEM. E. Migration assay of JEKO-1 cells treated with acadesine, rituximab and the combination. Graph shows the number of CXCL12-stimulated cells migrating after each treatment.

**TABLE 2:** GO terms identified with the DAVID functional anotation

GO terms	Acadesine vs control		Rituximab vs control		Combination vs control	
	Genes	P value	Genes	P value	Genes	P value
**Metal binding**	3	1.7 × 10-3	20	1.3 × 10-2	202	3.3 × 10-7
**Immune response**	8	1.4 × 10-2	7	4.8 × 10-2	78	6.9 × 10-9
**Actin cytoskeleton organization**	4	5.0 × 10-2	-	NS	30	2.2 × 10-5
**Regulation of cell death**	-	NS	-	NS	64	7.2 × 10-4
**Regulation of cell proliferation**	-	NS	-	NS	63	8.6 × 10-4

Then, GSEA was used to identify the gene-sets and pathways modulated by each treatment considering a FDR<0.05 (Table 3). For acadesine, the statistically significant normalized enrichment scores (NES) were achieved by the metallothionein node (NES=-1.92) and the WNT pathway (NES=-1.97). 

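Metallothioneins, small proteins that bind zinc and copper, were lower on balance in acadesine-treated tumors: 8 of the 10 measured genes were lower, with a median log2 fold change of -0.39 (adjusted p = 0.0398 from limma's camera test; adjusted p = 0.970 with an estimated correlation). MT1X had -0.62 (standard error 0.256), MT1G -0.74 (standard error 0.340), MT1F -0.39 and MT4 -0.38, against 0.29 for the brain form MT3 and 0.02 for MT1M. Limma called 0 of the 10 genes, and 0 when adjusted over the list alone. The mean of the list was -0.62 and -0.52 in acadesine tumors 1 and 3 and 0.14 in tumor 2, relative to the control mean, and a two-sided exact permutation test of the 3 tumors against 3 gave p = 0.3. The genes of the Wnt pathway were not called: 29 of 47 were lower, with a median of -0.03 (adjusted p = 0.831 from limma's camera). The ligand gene WNT10B had 0.72 (standard error 0.205), the kinase gene GSK3B -0.28 and the receptor gene LRP6 -0.35, none past the test, and 0 genes passed when adjusted over the list alone. In a GSEA with the same lists the normalized enrichment score of the metallothioneins was -1.91 (permutation test, adjusted p = 0.0430). The call of limma's camera test was lost without control tumor 1 (adjusted p = 0.321) or 2 (0.0787) or acadesine tumor 1 (0.248) or 3 (0.288).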

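After rituximab alone 8 of the 10 metallothionein genes were lower than in control tumors, with a median log2 fold change of -0.30 (adjusted p = 0.0336 from limma's camera test; adjusted p = 0.620 with an estimated correlation). MT1X had -0.78 (standard error 0.256), MT1F -0.51 (standard error 0.167), MT1G -0.52, MT1E -0.44 and MT2A -0.35, while MT3 had 0.25 and MT1M 0.14. Limma called 0 of them, and 2 were lower when adjusted over the list alone. Relative to the control mean, the mean of the list lay at -0.30 and -0.62 in rituximab tumors 1 and 3 and at 0.10 in tumor 2. The difference was not past a two-sided exact permutation test of 3 tumors against 3 (p = 0.3). The call of limma's camera test was lost without control tumor 1 (adjusted p = 0.460) or 2 (0.139) or rituximab tumor 1 (0.137) or 3 (0.575), and GSEA with the same lists did not call it.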

In tumors treated with rituximab, we found also an enrichment of the metallothionein node (NES=-1.86). Furthermore, pathways involved in B/T cell calcium signaling (NES=-1.87), CD40 (NES=-1.89) and NF-κB pathways (NES=-1.91) were also down-regulated. 

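Targets of NF-κB, the transcription factor that CD40 and the B cell receptor activate, were lower on balance after rituximab: 27 of 35 genes were lower, with a median log2 fold change of -0.19 (adjusted p = 0.000253 from limma's camera test; adjusted p = 0.620 with an estimated correlation). CD83, a surface marker of activated B cells, had -0.48 (standard error 0.147), the adhesion receptor CD44 -0.37, the interleukin 2 receptor gene IL2RA -0.63 and the inhibitor gene NFKBIA -0.25, against 0.40 for IL6. Of the 32 genes of the CD40 pathway 23 were lower, with a median of -0.09 (adjusted p = 0.0336; adjusted p = 0.620 with an estimated correlation). The chemokine receptor CCR7 had -0.38 and the adhesion molecule ICAM1 -0.37, while the kinase gene CHUK had 0.25, and CD40 itself had -0.12 (standard error 0.103). The 43 genes of B cell receptor and calcium signaling were not called, with a median of -0.03 (adjusted p = 0.358 from limma's camera). EGR1, an immediate early gene of the receptor, had -0.83 (standard error 0.227), the calcineurin regulator RCAN3 had -0.47 and VAV3 had 0.43. After rituximab limma called 0 genes in each of the 3 lists, and 0 when adjusted over the list alone. After acadesine the NF-κB targets had a median of -0.09 (adjusted p = 0.00678 from limma's camera; adjusted p = 0.970 with an estimated correlation), the CD40 pathway of -0.11 (adjusted p = 0.0398; adjusted p = 0.970 with an estimated correlation) and the calcium list of 0.00 (mean -0.05, adjusted p = 0.201). For acadesine, adjusted over the list alone, 1 NF-κB target and 2 CD40 pathway genes were lower. The CD40 pathway call after rituximab was lost without control tumor 1 or 3 or rituximab tumor 1 or 3, with adjusted p from 0.0649 to 0.476 from limma's camera (CD40 pathway, rituximab vs control).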

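Metallothionein genes fell in tumors that received both drugs: 5 of 10 passed the test, all lower (6 when adjusted over the list alone). MT1G had a log2 fold change of -2.09 (standard error 0.340, adjusted p = 0.00185 from limma), MT1H of -1.87, MT1X of -1.76 (standard error 0.256, adjusted p = 0.000665 from limma), MT2A of -1.58 and MT1F of -1.26, while MT3 had 0.38 and did not pass. The list had a median of -0.91 (adjusted p = 1.98e-06 from limma's camera test, and adjusted p = 0.208 with an estimated correlation). Its mean lay at -1.06, -0.93 and -0.79 in the 3 combination tumors, below all 9 other tumors. A two-sided exact permutation test against the 3 control tumors gave p = 0.1. Against the 9 other tumors pooled, single agents included, a two-sided exact permutation test gave p = 0.00450, the smallest it can give. That test takes control and single-agent tumors as 1 group, though they differ in treatment. The list was also written after the paper's supplemental table had been read. Of 35 NF-κB targets 12 fell and 1, the transcription factor gene IRF4 with 0.38, rose (20 and 1 when adjusted over the list alone). CD44 had -0.93, CD83 -0.77 and CD40 -0.62 (standard error 0.103, adjusted p = 0.00222 from limma), and the median was -0.38 (adjusted p = 2.36e-11 from limma's camera; adjusted p = 0.156 with an estimated correlation). Of 43 genes of B cell receptor and calcium signaling 5 fell and none rose (10 lower and 1 higher when adjusted over the list alone), among them the transcription factor gene MEF2C with -0.94, the adaptor genes BANK1 with -0.86 and LAX1 with -0.70. Their median was -0.14 (adjusted p = 0.000662 from limma's camera; adjusted p = 0.347 with an estimated correlation), and without control tumor 3 the list was not called (adjusted p = 0.0947). Of 47 genes of the Wnt pathway 1 rose, the Wnt antagonist gene SFRP5 with 0.69, and 1 fell, the ligand gene WNT10A with -0.77 (2 and 1 when adjusted over the list alone). The Wnt list lay higher, with a median of 0.06 (adjusted p = 0.0468 from limma's camera; adjusted p = 0.361 with an estimated correlation), a call lost without control tumor 1 or 3 or combination tumor 2. Metallothionein transcripts are alike in sequence, so that the signals of single members cannot be fully separated. The CD40 call was lost with the muscle level of the tumors as a covariate, at -0.55 (adjusted p = 0.0545 from limma), an alternative chosen after the data were seen.

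**Figure D3:**
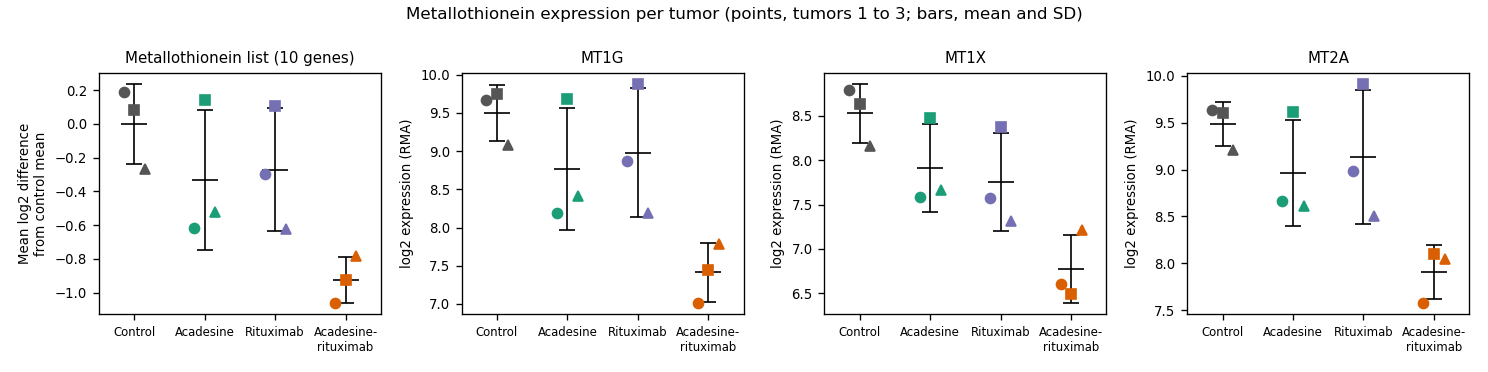
Mean log2 difference from the control mean for 10 metallothionein genes, and log2 expression of MT1G, MT1X and MT2A, in each tumor by treatment; points are tumors, bars the mean and SD of 3 tumors. The 3 combination tumors lie below the 9 others in each panel, and tumor 2 of acadesine and of rituximab lies near the controls.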

A significant regulation of all these pathways, except for WNT, was also observed in tumors treated with the drug combination. Additionally, we observed down-regulation of genes involved in inflammatory response (NES=-2.02), apoptosis (NES=-1.88), metabolic stress (NES=-1.87), as well as interferon signaling (NES=-2.82) and Toll pathway (NES=-1.83), both of them involved in inflammation (Table 3).

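Interferon-stimulated genes, which cells turn on against viruses, were lower in combination-treated tumors: 51 of 57 were lower, and 18 passed the test, none of them higher (42 lower when adjusted over the list alone). SP110 had a log2 fold change of -0.86 (standard error 0.103, adjusted p = 0.000161 from limma), SP100, of nuclear bodies, -0.75, IFI44 -1.23 and PARP9 -0.77, while IRF1 had 0.31 and did not pass. The median was -0.53 (adjusted p = 1.64e-22 from limma's camera test; adjusted p = 0.196 with an estimated correlation). The list lay at -0.37, -0.85 and -0.46 in combination tumors 1, 2 and 3 relative to the control mean, below all 9 other tumors, and was lowest in the tumor with the most muscle transcripts. With the muscle level as a covariate, an alternative chosen after the data were seen, its median was -0.325 and its mean level -0.36 (standard error 0.204). Of 38 genes of the inflammatory response 8 fell and none rose (13 lower and 1 higher when adjusted over the list alone), among them the inflammasome sensor AIM2 with -1.16, CASP1, the protease it activates, with -0.52, and the chemokine receptor CXCR5 with -0.76. Their median was -0.21 (adjusted p = 3.91e-06 from limma's camera; adjusted p = 0.196 with an estimated correlation). Of 29 genes of the Toll-like receptor pathway the receptors TLR2, TLR7 and TLR8 fell by 0.92, 0.67 and 0.80 on the log2 scale, and no other member passed, also when adjusted over the list alone. The median was -0.06 (adjusted p = 0.00786 from limma's camera; adjusted p = 0.304 with an estimated correlation), and without control tumor 3 or with the muscle level of the tumors as a covariate the list was not called (adjusted p = 0.102 and 0.152). After rituximab alone 23 of the 29 were lower, with a median of -0.09 (adjusted p = 0.0267 from limma's camera; adjusted p = 0.620 with an estimated correlation), a call lost without control tumor 1 or 3 or rituximab tumor 1 or 3. Of 30 genes of metabolic and energy stress 3 fell and 1 rose (5 and 3 when adjusted over the list alone): TXNIP, an inhibitor of glucose uptake, had -0.61 and its relative ARRDC4 -0.49, and TSC1, a brake on mTOR, had 0.66. The list was not called, with a median of 0.00 and a mean of -0.06 (adjusted p = 0.495 from limma's camera). Of 28 hypoxia-inducible genes NDRG1 fell, at -0.70 (1 when adjusted over the list alone; median -0.02, adjusted p = 0.395 from limma's camera).

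**Figure D4:**
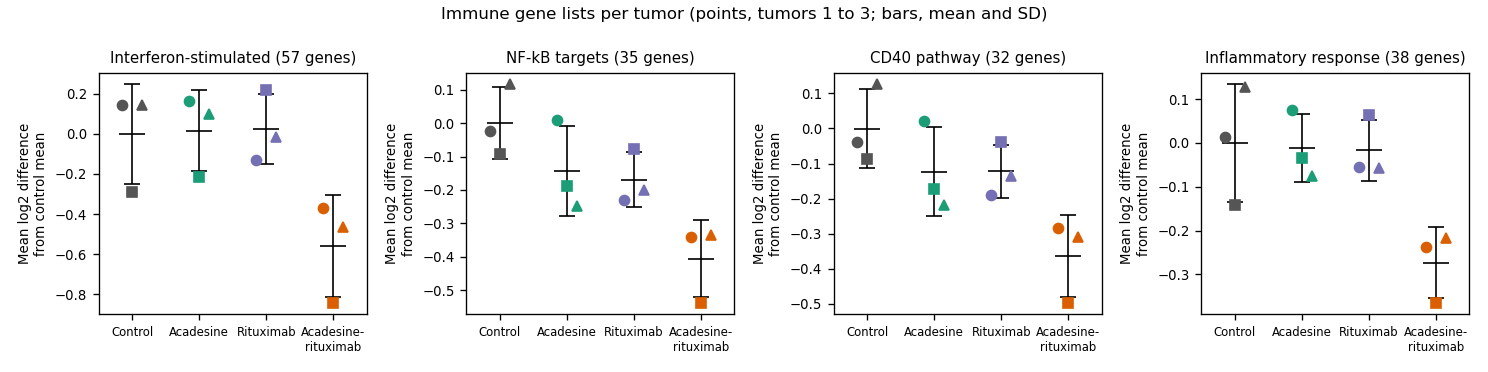
Mean log2 difference from the control mean in each tumor for interferon-stimulated genes (57), NF-κB targets (35), the CD40 pathway (32) and the inflammatory response (38); points are tumors, bars the mean and SD of 3 tumors. In each panel the 3 combination tumors lie below the 9 others.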

**TABLE 3:** Gene sets regulated after treatment with acadesine, rituximab or the combination

Gene sets	Acadesine vs control			Rituximab vs control			Combination vs control		
	Genes	NES	FDR	Genes	NES	FDR	Genes	NES	FDR
**Interferon pathway**	-		NS	-	-	NS	92	-2.82	<1.0 × 10 ^−4^
**B/T cell calcium signaling**	-	-	NS	41	-1.87	1.2 × 10 ^−2^	54	-2.38	<1.0 × 10 ^−4^
**NFκB** pathway	-	-	NS	70	-1.91	1.2 × 10 ^−2^	66	-2.28	<1.0 × 10 ^−4^
**Inflammatory response**	-	-	NS	-	-	NS	23	-2.02	1.4 × 10 ^−3^
**CD40 pathway**	-	-	NS	62	-1.89	1.2 × 10 ^−2^	49	-1.96	2.6 × 10 ^−3^
**Metallothionein node**	4	-1.92	2.8 × 10 ^−2^	5	-1.86	1.2 × 10 ^−2^	5	-1.96	3.5 × 10 ^−3^
**Antiapoptosis**	-	-	NS		-	NS	8	-1.88	3.7 × 10 ^−3^
**Metabolic stress**	-	-	NS	-	-	NS	5	-1.87	4.3 × 10 ^−3^
**Toll pathway**		-	NS		-	NS	9	-1.83	6.0 × 10 ^−3^
**Wnt pathway**	9	-1.97	2.9 × 10 ^−3^	-	-	NS	-	-	NS

Gene sets were considered significant when FDR<0.05

NES, Normalized Enriched Score; FDR, False discovery rate; NS, not significant

In an attempt to validate the relevance of some of these profiles at the functional level, we first selected to analyze the variation of the metallothionein node, by immunohistochemical detection of metallothionein proteins in the different treatment groups. For this aim, histologic sections from representative whole tumors were labeled with specific antibodies against metallothionein as indicated in material and methods. As shown on figure 4D (panel MT), and in accordance with our GEP results, down-regulation of MT staining was observed in both acadesine- and rituximab-treated groups, that became almost complete in the combination-treated tumors.

Regarding the immune response profile, as the GSEA analysis identified the cytokine receptor CD40 among the main components of this profile, and as it has been reported that CD40 participates in the survival, cell growth, and drug resistance in MCL [23], we performed a co-stimulation assay of JEKO-1 cells with recombinant CD40L + interleukin-4 (IL4), followed by cell exposure to the different drugs and determination of cell viability. As shown on figure 4D, stimulation of MCL cells with CD40L+IL4 did not prevent the decrease in cell proliferation either in acadesine, rituximab-, or the combination, contrasting with what observed when MCL cells were incubated with bortezomib. These results suggest that CD40 pro-survival signaling does not affect significantly the acadesine-rituximab cytotoxic activity in MCL cells.

Next, as the actin cytoskeleton organization node contained genes related to the migration of cells, we performed chemotaxis assays in JEKO-1 cells exposed to acadesine, rituximab and the combination. We observed that both agents were able to inhibit the migration of JEKO-1 cells, and that this effect was higher in cells treated with the combination (Figure 4E).

Finally, and in agreement with our DAVID analysis, showing that the regulation of cell death and proliferation were significantly affected by acadesine-rituximab combination in MCL tumors, by immunohistochemistry we observed a higher expression of the activated form of caspase-3 (figure 4C, panel act.Casp3) and a reduction in the phosphorylation status of the proliferation marker histone H3 (figure 4C, panel Phospho-H3), in the tumor tissues treated with acadesine plus rituximab, when compared to vehicle- and single agent-treated tumors.

In summary, the combination of both acadesine and rituximab enhanced the gene signature corresponding to each single agent, showing an enrichment of genes involved in inflammation, metabolic stress, apoptosis and proliferation. These effects could be important as aberrant apoptotic and proinflammatory pathways play an important role in the pathogenesis of MCL.

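IL7R, a gene of early lymphocytes, rose against acadesine-treated tumors by 2.62 on the log2 scale (standard error 0.246, adjusted p = 1.41e-05 from limma) and against rituximab-treated tumors by 2.51, and MKI67 was 0.57 and 0.70 higher than with either drug alone (adjusted p = 0.0350 and 0.00855 from limma). A test of the departure from adding the single-agent changes called 51 genes, 37 above and 14 below the sum. The count was 10 with the mean of each gene's probe sets, 9 without an intensity trend in the variance, and 337 at the paper's thresholds. That count depended on single tumors: it was 27 or 22 without control tumor 2 or 3, 6, 29 or 157 without acadesine tumor 1, 2 or 3, 11 without rituximab tumor 2, and 27 or 17 without combination tumor 1 or 2. It was 0 without the 4 tumors with muscle transcripts, an alternative chosen after the data were seen, which leaves 1 combination tumor. The largest departures were KCNC2 with 3.06 (standard error 0.421, adjusted p = 0.00372 from limma) and ADGRG1 with 2.61 above the sum, and IFIT2 with -2.04 and RGCC with -1.52 below it. Neither the metallothioneins (median -0.27, adjusted p = 0.202 from limma's camera test) nor the NF-κB targets (median -0.08, adjusted p = 0.295) nor the CD40 pathway (median -0.19, adjusted p = 0.154) passed the test of that departure, while the interferon-stimulated genes did (median -0.53, adjusted p = 4.20e-16; adjusted p = 0.366 with an estimated correlation). Across genes the log2 changes of acadesine and the combination correlated with r = 0.373, and those of rituximab and the combination with r = 0.283. Since both share their control tumors, unchanged groups were simulated against shared controls and gave a mean r of 0.499. Their covariance was 0.0105, against observed covariances of 0.0149 and 0.0099. The simulation takes genes as independent and so understates the spread of chance. It also gives the combination no change of its own. A change unrelated to the single agents would lower r, so 0.499 is not a chance level for these pairs. For pairs of comparisons with no tumor in common, acadesine against control with combination against rituximab gave r = 0.102, and rituximab against control with combination against acadesine gave -0.0236. By Rank Products, 9 probe sets higher and 13 lower after acadesine were called in the same direction in the combination, where independent lists would share 0.314 and 0.196. For rituximab the counts were 13 and 19, against 0.423 and 0.701, with 8 called in the opposite direction. Simulated unchanged groups with shared controls, whose lists held 98 to 180 calls each, shared 28 to 52. Lists of the observed sizes were not simulated, so how much of the overlap comes from the shared controls was not determined. The paper's summary, which follows its gene set, histological and functional results, is that the combination enhanced the signatures of the single agents, with genes of inflammation, metabolic stress, apoptosis and proliferation.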

## DISCUSSION

Acadesine has demonstrated to efficiently block cell proliferation in several tumor models, in association with decreased fatty acid and protein synthesis [24]. Besides inhibiting cell proliferation, acadesine induces also apoptosis in different tumor cell types [13;15;21;25-27] and autophagy [28]. Recently, the first phase I/II trial has been conducted in relapsed/refractory CLL patients showing a manageable and safe profile and with the conclusion that acadesine may represent a valuable agent for the treatment of this entity [22].

In the present study we show that acadesine exerts a pro-apoptotic effect in the majority of MCL primary cells and cell lines in a time- and dose-dependent manner, at physiologically achievable doses. The LD_50_ values are slightly higher than those observed in CLL cells, which showed a LD_50_ of 380 ± 60 μM [21], but similar to those reported previously in a reduced subset of MCL cases [20]. Interestingly, the maximum acadesine dose tested in our experiments (2 mM), did not induce apoptosis in accompanying T-cells from any of the MCL cases analyzed, thus arguing in favor of the specificity of the drug. The same specificity for tumoral B cells have been described in the CLL model [21], that sharply contrasts with the lack of selectivity of other anti-leukemic drugs, like conventional nucleoside analogs [29]. Our results demonstrate that MCL response to acadesine is independent of *TP53* status and that it is not affected by the occurrence of CNAs. The situation seems to differ from other cell types, as it has been recently described that acadesine elicited a selective apoptotic response in trisomic mouse embryonic fibroblasts [30] and chromosomal instability-driven colorectal cancer cell lines [31].

The clinical course of MCL is characterized by an initial high response rate but a constant relapse pattern, resulting in a poor long-term outcome [2]. It has been reported that first-line chemotherapy including rituximab is associated with significantly improved survival in older patients diagnosed with MCL compared with chemotherapy alone [3]. In the last years, the proteasome inhibitor bortezomib and bendamustine, an hybrid drug between a nucleoside analog and an alkylating agent, have been approved in USA for the treatment of patients with relapsed MCL patients, either alone or in combination with rituximab [2]. Here, we observed an antagonistic effect between bortezomib and acadesine whereas for bendamustine we detected an additive or synergistic effect depending on the MCL cell line. Our results demonstrated that rituximab is the best useful complementary drug to use in combination with acadesine, compared with bendamustine and bortezomib. The efficacy of the acadesine-rituximab combination was independent of *TP53* mutational status in MCL cells, whereas the synergism effect of acadesine plus bendamustine was higher in cell lines with P53 wild type phenotype, consistently with the known role of P53 in MCL cell response to bendamustine [32]. Importantly, this synergistic effect between acadesine and rituximab appeared to be specific for MCL, as it was not observed in CLL cells. The synergistic *in vitro* effect between acadesine and rituximab was then confirmed *in vivo* using a xenograft mouse model, where a remarkable regression of the tumor was observed in animals dosed with the drug combination. The antineoplastic effect of acadesine alone has already been reported on the growth of mice xenograft models of prostatic tumors [19], CML [28] and retinoblastoma [33]. Our *in vivo* results using a xenograft model showed that the treatment with acadesine had a modest anti tumoral activity, suggesting that this drug alone could have limited therapeutic application as a single agent. In contrast, an important anti tumoral activity was observed when combined with rituximab, leading to almost complete inhibition of tumor growth. These results are in agreement with the notion that rituximab significantly improves the response rates in MCL patients when used in combination with standard chemotherapy [2-4], as well as with the last agents approved for the treatment of relapsed/refractory MCL patients, like bortezomib [34], temsirolimus [35], and lenalidomide [36]. Based on our present results, acadesine-rituximab may also warrant potential use in the clinical practice.

To date, there is still no absolute consensus of the *in vivo* mechanism of action of rituximab or rituximab-based combination. Based on *in vitro* studies, rituximab appears to mediate the depletion of B-cells by several mechanisms that are dependent on the host immune system, including complement-dependent and antibody-dependent cellular cytotoxicities [37-39]. It has also been proposed that rituximab might sensitize lymphoma cells to chemotherapy, and have direct antiproliferative and apoptotic effects [38]. Using a GEP approach, we aimed to know the signaling pathways by which acadesine exerts its anti-tumor effect in combination with rituximab. We observed that the number of genes down- and up-regulated after acadesine and rituximab treatments as single agents was low, but that it increased notably with the combination treatment in line with the observed tumor burden inhibition. We found 5 GO terms differentially expressed: metal binding, immune response, actin cytoskeleton organization and regulation of cell death and proliferation. Acadesine alone was able to modulate immune response, actin cytoskeleton organization and metal binding, having a substantial impact of the drug toward metabolic processes, accordingly to a recent microRNA analysis in acadesine-exposed hepatocytes [40]. Rituximab also induced changes on metal binding and immune responses. Accordingly, it has been reported that rituximab was capable of inducing a calcium flux in B-cells through its ability to associate with B-cell receptor (BCR) [41]. CD20 activity is also known to be associated with BCR activation through the induction of Src family tyrosine kinases and the activation of the MAPK pathway [42]. Conversely, rituximab has been shown to inhibit BCR signaling, and different signaling pathways involving MAPK, PI3K/Akt, NF-κB and mTOR kinases [43]. 

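MT1G and MT1X are metallothioneins, which bind and buffer zinc and copper. MT1G expression was 9.50 ± 0.37 (SD, n = 3) on the log2 scale in control tumors, 8.76 ± 0.80 with acadesine, 8.98 ± 0.85 with rituximab and 7.41 ± 0.39 with both. MT1X was 8.53 ± 0.33 in control tumors, 7.91 ± 0.49 with acadesine, 7.75 ± 0.55 with rituximab and 6.77 ± 0.39 with both. The combination lay below each single agent by more than the spread between tumors: MT1G by a log2 fold change of -1.35 against acadesine (standard error 0.340, adjusted p = 0.0371 from limma) and of -1.57 against rituximab (adjusted p = 0.0143 from limma), and MT1X by -1.14 (adjusted p = 0.0194 from limma) and -0.98 (adjusted p = 0.0400 from limma). The departure from the sum of the single-agent changes did not pass for MT1G (-0.83, adjusted p = 0.568 from limma) or MT1X (-0.36, adjusted p = 0.786 from limma). Probe sets of these 2 genes can read other members of the family, whose sequences are alike.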

Among the metal binding core of genes, we observed a decrease in genes implicated in response to metal ion and negative regulation of cell growth, namely *MT1G* and *MT1X*, that codify for two members of the metallothionein family, whose expression has been reported to constitute an independent risk factor in diffuse large B cell lymphoma [44]. We confirmed by inmunohistochemistry the downregulation of these metallothionein proteins in tumors from the three treatment arms, but especially in tumors having received the combination of drugs. Similarly, when considering the immune response profile in the combo group by GEP analysis, we observed an accentuated downregulation of the CD40 signaling pathway. It has been described that the microenvironment, including cytokines, has a central role on MCL cell survival and drug resistance, and that the CD40 system acts as a growth-promoting stimulus [23]. Thus, pharmacological interference with this signaling pathway may have therapeutical relevance in MCL, as demonstrated by the use of the CD40-targeting antibody dacetuzumab in combination with rituximab in *in vitro* and *in vivo* models of MCL [45]. 

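CD40, a receptor through which T cells keep B cells alive, had a log2 expression of 10.3 ± 0.13 (SD, n = 3) in control tumors, 10.2 ± 0.13 with acadesine, 10.2 ± 0.16 with rituximab and 9.71 ± 0.13 with the combination. The combination lay below acadesine alone by a log2 fold change of -0.54 (standard error 0.103, adjusted p = 0.00760 from limma) and below rituximab alone by -0.50 (adjusted p = 0.0103 from limma). Of the 32 genes of the CD40 pathway 8 fell in the combination against control and none rose (16 lower and 1 higher when adjusted over the list alone), among them NFKB1, a subunit of NF-κB, with -0.49, and TRAF6, an adaptor of CD40, had 0.38 and did not pass. The median of the list was -0.36 (adjusted p = 3.47e-08 from limma's camera test; adjusted p = 0.196 with an estimated correlation). Against acadesine alone its median was -0.19 (adjusted p = 0.000394 from limma's camera; adjusted p = 0.311 with an estimated correlation) and against rituximab alone -0.23 (adjusted p = 3.93e-05; adjusted p = 0.328 with an estimated correlation).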

Of special relevance, we observed that acadesine, rituximab and their combination were able to overcome the CD40 pro-survival effect in MCL cells, offering a glimpse for further combination therapy in this model. Finally, our results also showed that acadesine and acadesine-based combination interfere with migration in MCL cells. Accordingly, it has been reported that acadesine significantly inhibits the growth of tumors in nude mice xenotransplants of retinoblastoma, by inducing apoptosis and suppressing tumor angiogenesis and macrophage infiltration [33]. Of importance, acadesine and rituximab combination therapy resulted in enhanced cell death in MCL cell lines and primary tumor samples and increased regression of tumor burden in an *in vivo* murine model of MCL.

In summary, our GEP analysis, together with our histological and functional validation studies, suggest that by mainly decreasing the proliferative and survival gene signatures that drive MCL cell growth, the combination strategy associating rituximab to acadesine may represent a new effective therapy to improve MCL patients' outcome and to reduce treatment-associated toxicities.

## METHODS

### Cell lines

Nine human MCL cell lines (GRANTA-519, JVM-2, JEKO-1, Z-138, MAVER-1, REC-1, UPN-1, HBL-2 and MINO) and two CLL cell lines (MEC-1 and MEC-2) were cultured with RPMI 1640, DMEM or IMDM media complemented with 10-20% heat-inactivated fetal bovine serum (FBS), 2 mM L-glutamine, 50 μg/ml penicillin/streptomycin (Life Technologies). Cells were grown in a humidified atmosphere at 37Cº with 5% carbon dioxide and routinely tested for *Mycoplasma* absence by PCR. Additionally, the genetic identity of all cell lines was verified periodically using the AmpFISTR identifier kit (Life Technologies). Genetic characterization of the MCL cell lines is shown in Table 1.

### Primary cultures

Primary cells were obtained from peripheral blood samples of leukemic MCL and CLL patients diagnosed according the WHO criteria. The study was done in accordance with protocols approved by the Ethic Committee of the Hospital Clinic of Barcelona. All patients signed an informed consent according to the Declaration of Helsinki. Biological characteristics of MCL cases are shown in Table 1. Mononuclear cells were isolated by centrifugation on a Ficoll-Hypaque (GE Healthcare) gradient and conserved within the Hematopathology collection of our institution. Cells were either used directly or cryopreserved in liquid nitrogen in the presence of 10% dimethyl sulfoxide, 60% FBS and 30% RPMI 1640. Cells were cultured in a supplemented RPMI medium likewise cell lines.

### Assays of cytotoxicity

MCL cell lines were incubated with acadesine (kindly provided by Advancell) at doses ranging from 0.1 to 2 mM for 24 or 48 hours. Inhibition of proliferation was measured using the MTT assay and the IC_50_ was defined as the concentration of drug required to reduce cell proliferation by 50%. Cell viability was quantified after dual staining of cells with annexin V-fluorescein isothiocyanate (FITC)-conjugated and propidium iodide (PI) (Bender Medsystems), followed by flow cytometry analysis on a FACScan flow cytometer using CellQuest and Paint-A-Gate softwares (Becton Dickinson). Lethal dose 50 (LD_50_) was defined as the concentration of drug required to reduce cell viability by 50%.

Primary MCL cells were incubated with acadesine at two different doses (1 and 2 mM) for 24 hours. In these samples, the viability of tumoral B (CD19+) and accompanying T (CD3+) cells was simultaneously analyzed by triple labeling of the samples with anti-CD19-phycoerythrin (PE) and anti-CD3-FITC antibodies (Becton Dickinson), and allophycocyanin (APC)-conjugated annexin V (Bender Medsytems) on a FACScalibur flow cytometer.

For bendamustine and bortezomib combinations, MCL lines were incubated simultaneously with acadesine (0.5 and 1 mM), and bortezomib (2.5 and 5 nM) or bendamustine (25 and 50 μM) for 48 hours. Cytotoxicity was analyzed by the MTT assay. Combination indexes (CI) were analyzed with Calcusyn software (Biosoft), based in the Chou & Talalay's method [46]. Drug combinations with a CI lower than 1.0 were considered as synergistic.

For acadesine-rituximab studies, cell lines were pre-incubated for 24 hours with acadesine (0.5 and 1 mM for MCL cells and CLL cell lines, 0.1 and 0.25 for CLL primary cases), followed by a 24 hour exposure to 20 and 40 μg/ml of rituximab (1 and 2 μg/ml for JEKO-1 cells). Because rituximab induces cytotoxicity in part by a complement-mediated mechanism [39], we added 10% of human AB plasma together with rituximab as a source of complement proteins. Cytotoxicity and CI values were quantified as above. When indicated, cells were exposed to 1 μg/ml of recombinant human soluble CD40L (rhsCD40L, Sigma) and 20 ng/ml IL-4 (R&D Systems) 1 h before acadesine exposure.

### Xenograft mouse model

Female 6 to 8-week-old CB17-severe combined inmunodeficiency (SCID) mice (Charles River Laboratories Inc) were bred under pathogen-free conditions at the animal facility of our institution using a protocol approved by the Animal Testing Ethical Committee of the University of Barcelona (CEAA).

Mice were inoculated subcutaneously in the right flank with 1x10^7^ JEKO-1 cells in Matrigel™ Basement Membrane Matrix (1:1) (Becton Dickinson). When tumors were palpable and reached a volume of approximately 200 mm^3^, animals were randomly assigned into different groups with 6 mice per cohort and treated with acadesine at dose level of 400 mg/kg body weight five days a week, rituximab at 10 mg/kg body weight once a week, both drugs as above or the equivalent volume of vehicle, for 18 days. The shortest and longest diameters of the tumor were measured with external calipers twice a week. Tumor volume was calculated using the following standard formula: (the shortest diameter)^2^ x (the longest diameter) x 0.5. Mice were sacrificed at the end of the treatment according to institutional guidelines. Harvested tumors were snap-frozen in Tissue-Tek® O.C.T. medium (Sakura Tissue Tek) or formalin-fixed before paraffin embedding on silane-coated slides in a fully automated immunostainer (Bond Max; Vision Biosystems).

### Gene expression studies

Total RNA was extracted from 3 representative harvested tumors of each group, using the RNeasy Mini Kit (Qiagen). RNA quality and quantity was determined using a 2100 Bioanalyzer (Agilent Technologies) and only high quality RNA samples were processed to Affymetrix GeneChip HT HG-U219 arrays. Sample preparation for microarray hybridization was performed following Affymetrix's protocols. Briefly, from 150 ng of total RNA, a biotin labeled cRNA was generated by reverse transcription. Following cRNA fragmentation, the sample was hybridized on the GeneChip HT HG-U219 perfect-match-only (PM) Array Plate. After hybridization and washes, scanning was processed in the Gene Titan instrument, a fully automated array system. The analysis of the scanned images and the determination of the signal value for each probe set of the array were obtained with GeneChip® Command Console® Software (AGCC) (Affymetrix). Raw data were normalized using the Robust Multichip Analysis (RMA) algorithm of the BioConductor Affy Package.

Differential expression data analysis was carried out using the Multiexperiment Viewer Platform (TM4-MEV) [47]. To compare each treatment to the control, we determined the number of statistically significant up- and down-regulated genes using Rank Products methodology [48] setting up a false discovery rate (FDR) below 0.2 and an absolute fold change (FC) above 1.4.

Gene function was assigned based on Database for Annotation, Visualization and Integrated Discovery (DAVID) tool (http://www.david.abcc.ncifcrf.gov) and Gene Ontology (http://www.geneontology.org) in terms of biological process and molecular function. Gene sets with a P value below 0.05 were considered as significant. Primary microarray data are available at the Gene Expression Omnibus (GEO) of the National Center for Biotechnology Information (GSE47871).

An enrichment pathway analysis was done using the gene set enrichment analysis (GSEA) desktop application version 2.0 (GSEA, Broad Institute at MIT, Cambridge, MA; http://www.broadinstitute.org/gsea/) in order to find significant gene signatures using experimentally derived custom gene sets. Gene sets were downloaded from http://lymphochip.nih.gov/signaturedb/index.html. A two-class analysis with 1,000 permutations of gene sets and a weighted metric was used. Gene sets with FDR below 0.05 were considered as significant.

### Immunohistochemistry staining

Immunohistochemical staining studies were performed as previously described [49]. The following antibodies were used: anti-metallothionein (Dako) that recognizes the metallothionein isoforms 1 and 2, anti–cleaved caspase-3 (Cell Signaling Technology) and anti–phospho-Histone H3 (Epitomics). Preparations were evaluated with an Olympus DP70 microscope by means of a 40×/0.75 NA objective and DPManager software v2.1.1 (Olympus).

### Chemotaxis studies

JEKO-1 cells (10^7^ cells/mL) were washed twice and serum-starved for 1.5 hours in FBS-free RPMI. Acadesine 1 mM and rituximab 2 μg/ml were added simultaneously for 3 additional hours, and cells were diluted to 5 × 10^6^ cells/mL with 0.5% bovine serum albumin (BSA; Sigma) in RPMI. One hundred microliters (5 × 10^5^ cells) was added to the top chamber of a Transwell culture polycarbonate insert with 6.5-mm diameter and 5 μm of pore size (Corning). Inserts had been previously transferred to wells containing 600 μL of RPMI with 200 ng/mL of human recombinant CXCL12 (Peprotech). After 3 hours of incubation at 37°C, 100 μL was collected in triplicate from each lower chamber and counted by flow cytometry (Attune, Life technologies) for 12 seconds under constant flow rate. Migration is represented as the number of CXCL12-stimulated migrating cells.

### Statistical analysis

All statistical analysis were performed using GraphPad Prism 4.0 Software (Graphpad Software). Comparison of means between two groups of samples was evaluated by non-parametric Mann-Whitney test. Results were considered statistically significant when *P*≤ 0.05 (*P<0.05, **P<0.01, ***P<0.001).

## SUPPLEMENTARY TABLE

How the deposited data were processed for this re-analysis (not part of the article)

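RNA of 12 JEKO-1 xenograft tumors, 3 from each of 4 groups of mice (control, acadesine, rituximab, and both), was measured on 12 Affymetrix HT HG-U219 arrays, 1 tumor on each. The log2 values are RMA expression made by the authors from the scanned arrays, which were background-corrected, quantile normalized between arrays and summarized per probe set with the BioConductor affy package. The values ranged from 3.09 to 14.3. No array image was used here. Of the probe sets, 93 were Affymetrix controls, 45259 named 1 gene, 1327 named several and 2713 named none, and these groups overlapped in part. The fold changes of the paper's Supplemental Table 1 were compared with these values: of 1002 entries matched to a gene, 999 equalled the fold change of one probe set within 0.02 on the log2 scale.

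Each gene was represented by its probe set with the highest mean over the 12 arrays, which gave 18239 genes, 6416 of them with 1 probe set. A linear model with the 4 groups was fitted with limma 3.58.1 in R 4.3.3, with an intensity trend in the variance. The comparisons were each treatment against control, the combination against each single agent, and the interaction, which is the combination's change minus the sum of the single-agent changes. P values were adjusted by the Benjamini-Hochberg method over all genes, and 0.05 was the threshold. A second adjustment ran over the members of a list alone.

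Rank Products was written anew in Python 3.11.15 with numpy 2.4.6 and run on 49293 probe sets, with 9 pairs of tumors per comparison, 100 permutations, the paper's FDR of 0.2 and the paper's fold change of 1.4. Lists of genes were tested with limma's camera with a preset correlation between genes of 0.01, and again with an estimated correlation, with limma's fry, and with GSEA in fgsea 1.28.0 with 1000 permutations on a signal-to-noise ranking. For the interaction that ranking was the difference of signal-to-noise values, a construction of this re-analysis. P values of list tests were adjusted over the 39 lists of each comparison. The exact permutation tests of list levels took tumors as the units. Figures were drawn with matplotlib 3.10.9, and tables were handled with pandas 2.3.3.

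The gene ontology terms and the SignatureDB sets of the paper were not used here. The 39 lists were written from general knowledge after the paper and its Supplemental Table 1 had been read, so values in that table count as seen. They covered metallothioneins, zinc and iron handling, interferon-stimulated genes, antigen presentation, NF-κB targets, the CD40 pathway, B cell receptor and calcium signaling, the Toll-like receptor pathway, the inflammatory response, anti-apoptotic and pro-apoptotic genes, hypoxia, metabolic and energy stress, heat shock, oxidative phosphorylation, purine synthesis, the Wnt pathway, the non-muscle actin cytoskeleton, skeletal muscle, fibroblasts, endothelium, macrophages, adipocytes, erythroid cells, keratinocytes, T and NK cells, B cells and mantle cell lymphoma, lymphoid progenitors, neurons, DNA replication, mitosis, cell cycle inhibitors, immediate early genes, splicing factors, complement regulators, ZNF genes, histones, ribosomal proteins and cancer-testis antigens. Some members had no single-gene probe set and were left out, and some genes are not reported here.

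The genes named were chosen by a rule set before the data were examined. It took the 10 largest rises and falls among called genes whose groups did not overlap, or the 5 smallest p values where fewer than 5 passed; the genes the paper names and the first entries of its supplemental table; genes tied to the drugs, the lymphoma or the stains; up to 4 members of each list with the smallest p and as many that went the other way; and for the interaction the 5 largest in each direction.

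Limma for the combination against control, Rank Products, and camera with the preset correlation were tested on simulated data with the spreads of these arrays. Recovery was not simulated for the other tests. With log2 changes of 1 put into 100 genes, limma called 98, and with changes of 0.5 it called 49, beside 13 unchanged genes. Rank Products called 99 of 100 probe sets with a change of 1, 59 with a change of 0.6, and 199 unchanged probe sets. Camera called a list shifted by -0.3 and 1 list sharing its members, and 0 others. Genes were simulated as independent of each other, so this does not show how often camera calls unchanged lists of correlated genes. On unchanged groups with the spreads of the arrays, Rank Products called from 98 to 180 probe sets, and with equal spreads from 0 to 3. These runs on unchanged groups used fewer permutations than the runs on the tumors.

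The alternatives were another probe set rule, a filter on dim genes, other variance models, array weights, cyclic loess, centring on the median, the paper's thresholds, the tumor number as a block, other list tests, and leaving out each tumor in turn. The muscle level as a covariate, leaving out 4 tumors with muscle transcripts, and comparisons that share no tumor were chosen after the data were seen. Outliers were not tested in groups of 3. Signals of 3' and 5' control probe sets of GAPDH differed by 0.25 in control tumors, 0.21 with acadesine, 0.19 with rituximab and 0.30 with both, on the log2 scale.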

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

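The test of a muscle signal in every combination tumor, the test of dilution by host RNA, and the muscle covariate were chosen only after the results were seen. The lists were written after the paper's Supplemental Table 1 had been read, so changes in the combination listed there were already known. The criteria for dilution by host RNA and for the muscle covariate were also revised after their values were seen, first a bound alone and then a bound exceeded by more than 2 standard errors, and a test on the mitosis list was added after that.

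The departure of the combination from the sum of the single-agent changes was called by limma for 51 genes. The largest departures above the sum were in KCNC2 (3.06), ADGRG1 (2.61), PSD3 (2.61), NEURL1B (2.58) and IL7R (2.30), and those below it in IFIT2 (-2.04), RGCC (-1.52), VAV3 (-1.28), TCIRG1 (-1.004) and SLC16A4 (-0.995). Of 100 splits of the 12 tumors into groups of the same sizes, 4 gave a count as large, the real one included. With 100 splits drawn at random, a share that near 0.05 is too imprecise to exclude chance assignment for the count. The highest other split gave 237 genes; splits that keep combination tumors together under another name were not set apart, so treatment itself stays open as its source, as does another structure of the tumors. Of the lists, 13 were called for the interaction, and 22 of 100 splits gave as many (highest other 21), so chance cannot be excluded for that count.

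Lists outside those the paper discusses that were called by camera as higher in the combination were skeletal muscle (median 0.15), lymphoid progenitors (0.26), neurons (0.11), splicing factors (0.093) and histones (0.13). With an estimated correlation the neuronal call held (adjusted p = 0.0233) and the others did not (adjusted p = 0.304 for muscle, 0.196 for progenitors, 0.361 for splicing factors and 0.103 for histones).

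Muscle transcripts were high in acadesine tumor 2, rituximab tumor 2 and combination tumors 2 and 3. If muscle of the host were in the harvested pieces, the excess would keep one ratio between genes. The profile over the muscle genes correlated with that of combination tumor 2 with a Pearson r of at least 0.82 in the other 3 tumors (lowest Spearman 0.493), and this explanation may hold. Those 3 tumors were picked for a raised muscle list, so part of that correlation was fixed in advance. Genes over 2-fold above the highest control were 3 of 55 in acadesine tumor 2, 2 in rituximab tumor 2 and 5 in combination tumor 3. In the remaining 8 tumors r ran from -0.602 to 0.648, highest in acadesine tumor 3, whose muscle level of 0.14 also lay above the highest control at 0.047, and controls 1 and 2 had 0.399 and 0.442. An effect of the combination in every combination tumor would raise all 3. Only 2 of 3 lay above the controls, and combination tumor 1 was at -0.049, against -0.048 in the lowest control. The muscle list was thus not raised in every combination tumor. An effect in some of the tumors was not tested, and no comparison of host RNA with tumor RNA was made.

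Some cell cycle genes were higher and interferon and NF-κB genes lower in the combination. Dilution of lymphoma RNA by host RNA would shift all lymphoma transcripts alike, and quantile normalization between arrays can take out a fall common to all of them. The median of B cell and lymphoma genes lay 0.508 above that of interferon-stimulated genes. The difference of list means was 0.473 with a standard error of 0.164, where a shift alike in all lymphoma transcripts would leave no difference. These values argue against dilution alone as the source of the lower interferon-stimulated genes. The difference did not clear the criterion as revised after the values were seen. The NF-κB genes were not compared in this way, so dilution stays open for them. The mitosis list lay 0.153 (standard error 0.051) above the controls, but that restates the pattern, so it is not used to exclude dilution. With the muscle level as a covariate, the interferon-stimulated median was -0.325, past the bound of -0.3 set before it was seen. The list level was -0.36 with a standard error of 0.204, which does not decide. Combination tumor 1, with a muscle level of -0.05, had the list at -0.37, below the lowest tumor outside the combination at -0.29. The fall in that tumor came without raised muscle transcripts, but it is 1 tumor, so muscle content stays open. An effect of the drugs on these genes stays open as well.

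Metallothioneins lay near the controls in acadesine tumor 2 and rituximab tumor 2. Metallothionein RNA brought by muscle might explain this. The coefficient of the muscle level on the metallothionein list was 0.492 with a standard error of 0.364, too imprecise to decide. Combination tumors 2 and 3 had higher muscle levels, 0.99 and 0.50, against 0.29 in acadesine tumor 2 and 0.24 in rituximab tumor 2. Their metallothionein list lay at -0.93 and -0.79, and at -1.06 in combination tumor 1, whose muscle level was -0.05. More muscle thus did not bring the list near the controls in the combination. Differences in drug exposure between tumors were not tested.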

How the results depend on the processing

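The muscle covariate and leaving out the 4 muscle-bearing tumors were chosen only after the data were seen. The cause of each change below was not tested. Leaving out 1 tumor leaves fewer samples, and leaving out the 4 leaves 1 combination tumor, assumed to vary like the others. Those 4 tumors and the covariate were chosen by muscle transcripts, so the loss or reversal of muscle genes under them restates that choice.

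Gene counts of limma for acadesine and for rituximab against control were 0 in every setting run. The combination against control, with 451 genes, gave 269 with the mean of probe sets, 261 without the variance trend, 123 with the muscle covariate and 39 without the 4 tumors; without single tumors it gave 141 to 577. Of these genes 214, 241, 111 and 37 were among the 451. The combination against acadesine, with 446, gave 201, 231, 185 and 10 under the same settings, 676 at the paper's thresholds, and 112 to 523 without single tumors. The combination against rituximab, with 515, gave 311, 241, 179 and 24, 915 with array weights, and 106 to 642 without single tumors. The interaction, with 51, gave 10 with the mean of probe sets, 9 without the variance trend, 337 at the paper's thresholds, 0 without the 4 tumors, and 6 to 157 without single tumors. The tumor numbers were not taken as pairs: of 18 pairs of tumors with the same number in different groups, 7 had residuals that correlated with r over 0.1 (range -0.121 to 0.19; mean 0.041, against -0.021 for different numbers). As a hint the other way, 9 of 12 tumors were closest to one of their own number. With the number as a block the combination against control gave 481, 428 of them among the 451.

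Lists called for acadesine, 6 in number, were 0 with an estimated correlation, 0 with fry, 3 with the mean of probe sets, 3 with cyclic loess and 3 without the 4 tumors, and 1 to 8 without single tumors. For rituximab, with 11, they were 0, 0 and, with cyclic loess, 7, and 3 to 12 without single tumors. For the combination, with 17, an estimated correlation left 1 and fry 9, and leaving out single tumors gave 14 to 18. For the interaction, with 13, both left 1, and leaving out single tumors gave 7 to 16. The metallothionein median was no longer called for acadesine (-0.388) with an estimated correlation or fry, or at -0.377 with the mean of probe sets, and lay between -0.508 and -0.262 without single tumors. For rituximab (-0.301) it was not called with an estimated correlation, fry or GSEA, and lay between -0.558 and -0.082. For the combination (-0.911) it was not called with an estimated correlation, and lay between -1.059 and -0.803. Over the brighter genes alone the medians were larger and called, at -0.617, -0.505 and -1.758.

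The correlation of acadesine with the combination, 0.373, was 0.559 over the genes changed in the combination, and 0.253 to 0.51 without single tumors. That of rituximab, 0.283, was 0.349 over those genes, and 0.151 to 0.462 without single tumors. Over those genes, unchanged groups simulated against shared controls gave a mean of 0.502 for acadesine and 0.501 for rituximab. The simulation did not select genes by their change and gave the combination no change. It therefore gives no chance value for genes picked as changed in the combination. Rank Products for acadesine, with 37 probe sets, gave 19 with one probe set per gene, 8 at an FDR of 0.05, 22 for the brighter probe sets, 525 with the tumor number as a block and 44 to 172 without single tumors. For rituximab, with 81, it gave 21 at an FDR of 0.05, 325 with the block and 28 to 136. For the combination, with 1364, it gave 649 with one probe set per gene, 560 at an FDR of 0.05 and 750 to 1204.

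Directions reversed for genes that were not called, except TNNI2. QTMAN with rituximab was 0.052 without control tumor 3 and 0.002 without rituximab tumor 1 (lowest -0.108 without single tumors). In the combination TNNC2 was -0.05 with array weights, -0.08 without control tumor 2, -0.503 without combination tumor 2 (highest 0.747), -0.851 with the muscle covariate and -1.037 without the 4 tumors. ADK was 0.014 with cyclic loess, 0.031 without control tumor 3 and 0.011 without combination tumor 1 (lowest -0.038), and CCND1 was -0.049 without control tumor 2 (highest 0.089). With the covariate and without the 4 tumors, ACTA1 was -0.235 and -0.759 and TPM1 -1.427 and -2.111; TNNI2 was -0.112 without the 4. The hypoxia list was 0.048 for acadesine (lowest -0.198) and -0.005 for rituximab (lowest -0.173) without control tumor 2, where camera put it in the upward direction, and the muscle list was 0.02 in the combination without the 4 tumors, in the downward direction.

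Of 96 named genes called, 94 stayed called with the block, 53 with the mean of probe sets, 63 without the variance trend, 92 with cyclic loess, 33 with the covariate and 18 without the 4 tumors. Without control tumors 1, 2 and 3 they were 55, 82 and 46, and without combination tumors 1, 2 and 3 they were 66, 47 and 76.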

Differences from the paper's values

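For acadesine the paper's count of genes lower than control is 41, and Rank Products at the paper's thresholds called 14 probe sets here. Of the alternatives set before the data were examined, leaving out acadesine tumor 2 gave 44 lower, but 1 higher against the paper's 18, so it reached the paper's lower count and not its higher one. The others did not: one probe set per gene gave 13, a linear fold change 14, an FDR of 0.05 gave 0, another seed 20, the brighter probe sets alone 5, the tumor number as a block 317, and leaving out other tumors 79, 155, 0, 3 and 0.

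For QTMAN (GTDC1 in the paper's table) after rituximab the paper's log2 fold change is -0.926, and the probe set used here gave -0.043. With all probe sets taken separately, 1 of them gave the paper's value; the other alternatives did not reach it, and the mean of probe sets gave -0.185. For TNNC2 in the combination the paper's value is 3.172, and that found here was 0.152. All probe sets taken separately reached the paper's value; the other alternatives did not, and the mean of probe sets gave 1.625.

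The paper gives the Wnt pathway as lower with acadesine. The Wnt list written here, which is not the paper's set, had a GSEA normalized enrichment score of -0.97 (permutation test, adjusted p = 0.826). For the combination the paper excepts Wnt from the regulated pathways, and the list here scored 1.49 (permutation test, adjusted p = 0.0486). The paper gives B and T cell calcium signaling as lower after rituximab, and the list here scored -1.11 (permutation test, adjusted p = 0.543), while in the combination it scored -1.94 (permutation test, adjusted p = 0.00673).

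The paper gives genes against apoptosis and of metabolic stress as lower in the combination. The anti-apoptotic list here scored -1.50 (permutation test, adjusted p = 0.123) and the metabolic and energy stress list -1.40 (permutation test, adjusted p = 0.136). These had the paper's direction without passing.

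The paper's closing summary proposes a decrease of proliferative and survival gene signatures by the combination. It rests on the paper's histological and functional studies as well as on expression. In the paper's combination tumors, staining for phospho-histone 3 was reduced and that for activated caspase-3 was higher, protein measures not analysed here. The mitosis list here scored 1.74 (permutation test, adjusted p = 0.00673) and the DNA replication list 1.62 (permutation test, adjusted p = 0.0315) in the combination, both higher than control, and MKI67 rose by 0.63 on the log2 scale. The camera calls of these lists did not hold with an estimated correlation (adjusted p = 0.304 and 0.472), and fry did not call them (adjusted p = 0.0585 and 0.187). Of survival genes, 3 of 15 on the anti-apoptotic list fell and none rose, with the score given above.

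The paper gives metallothioneins as lower after rituximab, and the list here scored -1.64 (permutation test, adjusted p = 0.0875). The paper gives NF-κB with acadesine and the Toll pathway after rituximab as not significant, and the lists here were called lower, at -1.85 (permutation test, adjusted p = 0.0317) and -1.68 (permutation test, adjusted p = 0.0398). With an estimated correlation, limma's camera called no list in either comparison (smallest adjusted p = 0.970 and 0.620). With the paper's direction and past the same test were the metallothioneins with acadesine, at -1.91 (permutation test, adjusted p = 0.0430), and after rituximab the NF-κB targets, at -1.997 (permutation test, adjusted p = 0.0169), and the CD40 pathway, at -1.67 (permutation test, adjusted p = 0.0398). In the combination they were interferon-stimulated genes (-3.01), NF-κB targets (-2.47), the CD40 pathway (-2.39), metallothioneins (-2.13), the Toll-like receptor pathway (-2.05) and the inflammatory response (-2.02), each with adjusted p = 0.00673 in the permutation test, besides calcium signaling above. None of these 7 combination lists was called by camera with an estimated correlation (adjusted p from 0.156 to 0.347), nor were the lists of the single agents (0.970 with acadesine and 0.620 with rituximab).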

Other observations

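The lists tested in this part, histones, neurons, lymphoid progenitors and splicing factors among them, were written after the paper's Supplemental Table 1 had been read, so they were chosen with part of the combination's changed genes known. Histone genes were higher in the combination: 5 of 64 passed and none fell (13 and 0 when adjusted over the list alone), H1-2 with a log2 fold change of 0.61, H2AC20 with 0.91 and H2BC15 with 0.97 (camera adjusted p = 1.96e-07; adjusted p = 0.103 with an estimated correlation). Of 37 neuronal genes 8 rose, among them MAP1B with 1.82, and none fell (12 and 0 in the list alone); their call held with an estimated correlation (adjusted p = 2.98e-06 and 0.0233), with a mean of 0.40. Of 19 lymphoid progenitor genes 5 rose, CD9 with 1.66 and ARPP21 with 0.89 among them (8 in the list alone; adjusted p = 3.91e-06, and 0.196 with an estimated correlation). Of 41 splicing factors 1, LUC7L3, rose (8 in the list alone; camera adjusted p = 0.00125, and 0.361 with an estimated correlation; 0.084 without control tumor 3).

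In GSEA the skeletal muscle list was called for acadesine, with a normalized enrichment score of 1.96 (permutation test, adjusted p = 0.0317), and for rituximab, with 1.75 (adjusted p = 0.0169), where camera did not call it (adjusted p = 0.386 and 0.317). Lists of other cells of the host did not pass camera in the combination: fibroblasts had a median of 0.05 (adjusted p = 0.293; COL3A1 rose by 0.72), endothelium -0.01 (0.801), macrophages -0.07 (0.616), adipocytes 0.03 (0.616), erythroid cells 0.01 (0.919), keratinocytes -0.04 (0.624) and T and NK cells -0.04 (0.525). B cell and mantle cell lymphoma genes went both ways, 3 higher and 8 lower of 44 (median -0.02, adjusted p = 0.1), with CD5 at -1.29, JCHAIN at -0.65, IRF8 at -0.51 and TCF3 at 0.43.

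Further lists that camera did not call in the combination were ZNF genes (10 higher and 2 lower of 491, median 0.02, adjusted p = 0.395) and heat shock (-0.06, 0.395). GSEA did call them, ZNF genes at 1.40 and heat shock at -1.72 (permutation test, adjusted p = 0.00673 and 0.0274). Nor did camera call oxidative phosphorylation (-0.05, 0.0875, with CYC1 lower by 0.31), purine synthesis (0.00, 0.89, with AMPD3 lower by 0.85) or immediate early genes (-0.04, 0.525). The same held for complement regulators (0.03, 0.782), ribosomal proteins (0.02, 0.747) and cancer-testis antigens (-0.03, 0.506), all medians with camera's adjusted p. ZNF genes were called lower with acadesine (median -0.07, camera adjusted p = 0.00196; 0.29 without acadesine tumor 2) and after rituximab (-0.03, 0.0318), and hypoxia-inducible genes with both (-0.10, 0.0472 and -0.13, 0.00834). After rituximab camera also called heat shock (0.15, 0.00834), lymphoid progenitor (0.12, 0.0423) and histone genes (0.03, 0.0336) higher and immediate early genes (-0.08, 0.0336) lower. None of these single-agent calls held with an estimated correlation (adjusted p = 0.970 for acadesine and 0.620 for rituximab), and each was lost without at least 1 single tumor. The hypoxia medians moved most without control tumor 2, whose list level was 0.31 against -0.18 and -0.14 in the other controls. Without it the median was 0.05 with acadesine (adjusted p = 0.903; hypoxia-inducible genes, acadesine vs control) and -0.01 with rituximab (adjusted p = 0.939; hypoxia-inducible genes, rituximab vs control).

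The tumors of 2 groups can be split in 10 ways, too few for a share under 0.05. For genes called by limma the real split gave 0 for acadesine (highest other 1; 10 of 10 splits as large), 0 for rituximab (highest other 3; 10 of 10), 451 for the combination (highest other 0; 1 of 10), 446 against acadesine (highest other 1; 1 of 10) and 515 against rituximab (highest other 2; 1 of 10). For lists it gave 6 for acadesine (highest other 12; 6 of 10), 11 for rituximab (highest other 14; 2 of 10) and 17 for the combination (highest other 18; 2 of 10). For Rank Products, with 20 permutations in each other split, it gave 37 for acadesine (highest other 382; 8 of 10), 81 for rituximab (highest other 283; 5 of 10) and 1364 for the combination (highest other 293; 1 of 10). What the high Rank Products counts in other splits reflect was not tested, and simulated unchanged groups also gave 98 to 180 calls.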
